# Functional Characterization of d*rim2*, the *Drosophila melanogaster* Homolog of the Yeast Mitochondrial Deoxynucleotide Transporter*[Fn FN2]

**DOI:** 10.1074/jbc.M113.543926

**Published:** 2014-01-27

**Authors:** Caterina Da-Rè, Elisa Franzolin, Alberto Biscontin, Antonia Piazzesi, Beniamina Pacchioni, Maria Cristina Gagliani, Gabriella Mazzotta, Carlo Tacchetti, Mauro A. Zordan, Massimo Zeviani, Paolo Bernardi, Vera Bianchi, Cristiano De Pittà, Rodolfo Costa

**Keywords:** Drosophila, Mitochondria, Mitochondrial DNA, Mitochondrial Transport, Nucleotide

## Abstract

The *CG18317* gene (d*rim2*) is the *Drosophila melanogaster* homolog of the *Saccharomyces cerevisiae Rim2* gene, which encodes a pyrimidine (deoxy)nucleotide carrier. Here, we tested if the d*rim2* gene also encodes for a deoxynucleotide transporter in the fruit fly. The protein was localized to mitochondria. *Drosophila* S2R^+^ cells, silenced for d*rim2* expression, contained markedly reduced pools of both purine and pyrimidine dNTPs in mitochondria, whereas cytosolic pools were unaffected. *In vivo* d*rim2* homozygous knock-out was lethal at the larval stage, preceded by the following: (i) impaired locomotor behavior; (ii) decreased rates of oxygen consumption, and (iii) depletion of mtDNA. We conclude that the *Drosophila* mitochondrial carrier dRIM2 transports all DNA precursors and is essential to maintain mitochondrial function.

## Introduction

Deoxy- and ribonucleoside triphosphates (dNTPs and rNTPs) are essential for the replication and transcription of the mitochondrial genome. An appropriate supply of these precursors is thus necessary for the maintenance of functional mitochondria throughout the life of cells and organisms (1, 2). The main site of deoxy- and ribonucleotide synthesis is the cytoplasm where they are produced by two *de novo* pathways interconnected through the ribonucleoside diphosphates, which are both the immediate precursors of rNTPs and the substrates for ribonucleotide reductase, the key enzyme in the *de novo* synthesis of dNTPs (3). *De novo* synthesis of thymidylate, the first committed step of thymidine deoxynucleotide *de novo* synthesis, occurs in the nucleus and in the mitochondrial matrix (4, 5). In most but not all organisms, NTPs and dNTPs are also synthesized by salvage of (deoxy)nucleosides by dedicated nucleoside and nucleotide kinases. Mammals contain two parallel deoxynucleoside salvage pathways, located in the cytosol and in mitochondria, respectively. The rate-limiting enzymes are two cytosolic and two mitochondrial (mt)^3^ deoxynucleoside kinases whose combined substrate specificities permit the salvage of all deoxynucleosides in each of the two subcellular compartments (6). Ribonucleotide salvage consists primarily in the recycling of ribonucleosides and free purine bases and occurs in the cytoplasm.

The nuclear envelope is freely permeable to nucleotides, and the precursors made in the cytoplasm are therefore easily available for nuclear DNA replication and transcription. The mt inner membrane is instead impermeable to nucleotides, and cytosolic nucleotides need membrane carriers to reach the mt matrix where mtDNA transactions take place. At present, only a few mt nucleotide carriers are known (7). In yeast, they include the three isoforms of the ATP/ADP exchanger, a GTP/GDP carrier (Ggc1p) (8) and a (deoxy)nucleotide carrier (Rim2p) (9). Two human genes, *SLC25A33* and *SLC25A36* (7, 10), were suggested to code for nucleotide carriers on the basis of their homology to the *Saccharomyces cerevisiae RIM2*. The prediction has been confirmed only in the case of *SLC25A33* (11, 12).

The product of *SLC25A33* is a protein 33% identical to Rim2p. It has been named PNC1 (11) to highlight its function as a pyrimidine nucleotide carrier, demonstrated by transport studies with the recombinant protein reconstituted in liposomes (11) and later by isotope flow experiments in intact cells (12). The transport properties of yeast Rim2p and human PNC1 are very similar. When reconstituted into liposomes, both proteins exchange all pyrimidine ribo- and deoxyribonucleotides and show some activity with guanine nucleotides but not with adenine nucleotides. Thus, they appear to be responsible for the import of most nucleic acid precursors into mitochondria. The characterization of Rim2p activity led to the proposal that the carrier imports nucleoside triphosphates in exchange with monophosphates (9).

Rim2p deletion had been found to cause total loss of mtDNA in yeast long before the transport activity of the protein had been identified biochemically (13). So far, there are no data on the *in vivo* effects of PNC1 loss of function in humans or mice. The existing information comes from experiments of PNC1 silencing by siRNA in cultured human cells. Knockdown (KD) of PNC1 led to depletion of mtDNA and reduced transcription of mt genes and impairment of oxidative phosphorylation (11, 14). *In situ* analysis of nucleotide flow in cells with down-regulation of PNC1 revealed a slower mitochondrial uptake of uridine triphosphate and a slower release of thymidine nucleotides to the cytoplasm (12). The same study investigated also the function of the *SLC25A36* gene product. Down-regulation of the protein, which is 60% identical to PNC1, had no effect on mitochondrial pools. Therefore, the activity of SLC25A36 remains unknown (12).

The genome of *Drosophila melanogaster* contains only one gene with significant similarity to yeast *Rim2* and the two human genes. This gene, denominated *CG183173* and indicated here as d*rim2,* maps on chromosome 2 (position 22B1), spans 7,503 bp, and produces three different transcripts, all containing the typical features of mitochondrial carriers (15). There is currently no information concerning the functions of d*rim2*. On account of its homology to Rim2p and PNC1, it may be involved in the mitochondrial transport of nucleotides. We considered that it could be a useful model to investigate how the deletion of a nucleotide carrier affects mitochondrial function in a multicellular animal.

We first silenced d*rim2* expression in the *Drosophila* S2R^+^ cell line (16) and found depletion of all mitochondrial dNTP pools, suggesting that the protein is involved in the transport of all four DNA precursors. We then produced d*rim2* knock-out (KO) flies and found that the homozygous loss of d*rim2* is lethal, blocking larval development at the third instar. We analyzed different phenotypic aspects of the d*rim2*^−/−^ larvae detecting profound alterations of mitochondrial structure and function and impairment of larval locomotion that could be related to depletion of mtDNA. Our data suggest that d*rim2* codes for a nucleotide transporter essential for the maintenance of functional mitochondria in *Drosophila*.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Cell Cultures

The *Drosophila* S2R^+^ cell line was derived from a primary culture of late stage (20–24 h old) *D. melanogaster* embryos (16). It was obtained from *Drosophila* Genomics Resource Center. S2R^+^ cells grow at 25 °C without CO_2_ in Schneider's medium (Invitrogen) with 10% heat-inactivated fetal bovine serum (FBS) (Sigma) as a loose semi-adherent monolayer, showing a doubling time of about 48 h.

##### dsRNA Production and RNAi Procedures

dsRNAi synthesis was performed employing the T7 Megascript kit (Invitrogen) (17, 18). The oligonucleotide primers used to synthesize dsRNA starting from cDNA were d*rim2_*T7 forward (F) and reverse (R) (primer sequences are reported in Table 1). These primers give two complementary 700-bp RNA products that anneal as temperature decreases, forming a final 700-bp dsRNA. About 2 × 10^6^ cells suspended in 1 ml of serum-free medium were mixed with 2 μg/ml dsRNA, plated in a 24-well plate, and incubated at room temperature (RT) for 1 h. Subsequently, 1 volume of complete medium (2×) was added, and cells were grown in the presence of dsRNA for 2 days at 25 °C.

**TABLE 1:** **Sequences of oligonucleotides used in this study** Primer sequences are indicated as 5′**–**3′ direction.

Primer name	Sequence 5′–3′
d*rim2_*T7 F	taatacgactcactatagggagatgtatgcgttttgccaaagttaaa
d*rim2_*T7 R	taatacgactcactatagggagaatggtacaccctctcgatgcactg
d*rim2*KO^e01575^F	atttcgcctcacagctttg
d*rim2*KO^e01575^R	gatgacaaagtgcaccatcg
d*rim2*KO^e00041^F	ctcttcgattctgggcattc
d*rim2*KO^e00041^R	tactattcctttcactcgcacttattg
d*rim2* F	tcggttacggatcgaacaa
d*rim2*R	tcggttacggatcgaacaa
*CoxI* F	tgctcctgatatagcattcccacga
*CoxI* R	tccaccatgagcaattccagcgg
*16S* F	aaaaagattgcgacctcgat
*16S* R	aaaccaacctggcttacacc
*Rp49* F	tcggttacggatcgaacaa
*Rp49* R	gacaatctccttgcgcttct
*Rpl32* F	aggcccaagatcgtgaagaa
*Rpl32* R	tgtgcaccaggaacttcttgaa

##### dNTP Pool Extraction and Analysis

At the end of the treatment with dsRNA, about 10 × 10^6^ S2R^+^ cells were centrifuged in 15-ml tubes for 10 min at 400 × *g*, and the pellet was washed twice with ice-cold PBS. The cells were then resuspended in 200 μl of extraction buffer (0.21 m mannitol, 0.07 m sucrose, 0.2 m EGTA, 10 mm Tris-HCl, pH 7.5, 0.5% BSA), and a suspension of glass beads (0.1 mm diameter) corresponding to about ½ the volume of the cellular pellet was added. The cell/bead suspension was introduced in a Bullet Blender Storm homogenizer (Next Advance) and shaken for 2 min at speed 8, and then 400 μl of extraction buffer were added, and the glass beads were removed by a short centrifugation. Mitochondrial and cytosolic nucleotide pools were isolated from the whole cell homogenate by differential centrifugation and methanol extraction as described (19). All manipulations took place in a cold room. The pellet remaining after mitochondrial pool extraction was dissolved in 1 ml of 0.3 m NaOH. The *A*_260 nm_ of the NaOH fraction was used to normalize the number of cells from which the pools of the different samples were extracted (20). The sizes of the dNTP pools were determined with a DNA polymerase-based assay (21) with the modifications reported previously (22). Two different aliquots of each pool extract were analyzed, and pool sizes were expressed as pmol of dNTPs/million cells, with cell numbers calculated as indicated above.

##### Immunolocalization of dRIM2

HA-tagged d*rim2* cDNA was cloned in a pACT vector under the control of *actin 5c* promoter (23). 500,000 cells were seeded on round coverslips and grown for 16 h, and then they were transfected with 20 μl of CellFectin II reagent and 2.5 μg of vector and incubated for 8 h. The medium was removed and replaced with complete Schneider medium (containing 10% heat-inactivated FBS). 48 h from transfection, cells were washed once with 1× PBS and incubated with 100 nm MitoTracker Red CMXROS and 1 μg/ml cyclosporin H in Schneider's Medium for 20 min (23). Then the cells were washed in 1× PBS and fixed in 4% paraformaldehyde for 20 min. After a second wash in PBS, cells were permeabilized for 5 min with 50 mm NH_4_Cl in PBS + 0.1% Triton X-100, then blocked for 1 h in 3% goat serum in PBS, washed again, and incubated with 1:100 monoclonal mouse α-HA antibody (Sigma) at 4 °C overnight. Cells were washed again with PBS and then incubated with 1:500 FITC-conjugated α-mouse IgG (Sigma) with 2% goat serum for 45 min. After a final wash in PBS, the slides were mounted with Vectashield mounting medium. Images were taken with a Leica SP5 confocal microscope at ×63 magnification.

##### Fly Stocks and Breeding Conditions

Flies were raised on standard cornmeal medium and were maintained at 23 °C, 70% relative humidity, on a 12-h light/dark cycle. The UAS fly strains (transformant IDs 44203 and 44202) used to perform post-transcriptional silencing were from the Vienna *Drosophila* RNAi Center. Other *D. melanogaster* strains were obtained from the Bloomington Stock Center.

##### Egg-to-Adult Viability

For each of the transgenic lines, around 300 fertilized eggs were collected on standard yeast/glucose/agar medium in a Petri dish (60 × 15 mm). The fertilized eggs were incubated at 23 °C, and for each experimental condition, the number of individuals reaching the third instar larva, pupa, or adult, and the relative percentages were calculated (24).

##### Genomic DNA Extraction

Single individuals (flies or larvae) were homogenized in separate vials in 50 μl of extraction buffer containing 10 mm Tris-HCl, pH 8.2, 1 mm EDTA, and 25 mm NaCl. Proteinase K was added to a final concentration of 200 μg/ml, and the homogenate was incubated for 45 min at 37 °C followed by heat inactivation of the enzyme at 95 °C for 5 min. Genomic DNA used to quantify the mtDNA copy number was extracted from 10 larvae using the phenol/chloroform DNA extraction protocol.

##### Primers

All oligonucleotides used in this work are reported in the Table 1. They were designed using the on-line tool Primer-BLAST (25).

##### Generation of Knock-out Strain

We obtained from Exelixis *Drosophila* Stock Center available stocks bearing PiggyBac insertions (PBac(RB) CG18317^e01575^ and PBac(RB) CG18317^e00041^) at the boundaries of the d*rim2* locus. To obtain the gene deletion, we exploited the specific recombination between the FRT element within the PBac elements catalyzed by FLP recombinase (26, 27). The obtained KO lines were checked for the presence of the deletion. To this purpose, the following couples of primers were used upstream deletion (d*rim2*KO^e01575^ F and R), giving a product size of 150 nucleotides, and downstream deletion (d*rim2*KO^e00041^ F and R), giving a product size of 240 nucleotides.

##### RNA Isolation and qRT-PCR Experiments

Total RNA was extracted from ∼10 larvae or 2 × 10^6^ cells using TRIzol (Invitrogen) and further purified by precipitation with 8 m LiCl. RNA samples were checked for integrity by capillary electrophoresis (RNA 6000Nano LabChip, Agilent Technologies). For each sample, 1 μg of RNA was used for first strand cDNA synthesis, employing 10 mm deoxynucleotides, 10 μm oligo(dT), and SuperScript II (Invitrogen). qRT-PCRs were performed in triplicate in a 7500 Real Time PCR system (Invitrogen) using SYBR Green chemistry (Promega). The 2^−ΔΔ^*^Ct^* (relative quantification) method implemented in the 7500 Real Time PCR system software was used to calculate the relative expression ratio (28). The d*rim2* oligonucleotide primer used was d*rim2* F and R. Specific primers were designed for *CoxI* (*CoxI* F and R).The *16S* primers used were *16S* F and R (29). *Rp49* was used as endogenous control, and the oligonucleotides employed were *Rp49* F and R.

##### Body Wall Preparations

A small portion of the tip was cut from third instar larvae; internal organs were removed by gently squeezing from end to end, and the preparation was turned inside-out by rolling the cuticula along a holding tweezer.

##### Mitochondrial Pattern in Muscle Fibers

Body wall preparations of larvae were stained with 500 nm MitoTracker Red CMXRos (Invitrogen) for 45 min. Tissues were then washed in 1× PBS and fixed in 4% paraformaldehyde for 20 min. After a brief wash, they were mounted in 80% glycerol. Scans of muscle six were taken with a Leica SP5 Confocal Microscope at ×63 magnification.

##### Measurements of Oxygen Consumption

Oxygen measurements were made using the XF24 Extracellular flux analyzer (Seahorse Bioscience). Measurements were performed both in whole tissues of *Drosophila* larvae (body wall preparations) and in S2R^+^ *Drosophila* cells, using different Seahorse technologies. The instrument was maintained at a temperature of 25 °C. In the case of tissues, each dissected larvae was placed into a well of an islet capture 24-well microplate. Islet capture screens were used to keep the larvae in place. Basal oxygen consumption rates, reported in the unit of picomoles/min, were measured several times before injecting the first drug to be tested. Chemicals were sequentially added in each well as described in figure legends. Cells were seeded onto XF-24-well plates at 20,000 cells/well and cultured for 48 h. The following day, the culture medium was replaced with serum-free Schneider medium (Invitrogen). Basal oxygen consumption rates were measured three times, and the loaded compounds were then sequentially injected.

##### Analysis of Larval Locomotor Behavior

The locomotor activity of a single third stage larva inside an arena was recorded for a 120-s period using a video tracking system. The arena consisted in a Petri dish (5 cm in diameter) covered by a thin layer of 1% agar gel. The Petri dish was placed inside a box; the internal walls of the box were painted black, containing a ring of ultrabright white leads to generate a uniform illumination. After closing the box, the movement of the larva inside the arena was video recorded using a Canon digital video camera (10 frames/s). A specific software (AnyMaze) was utilized to track the path covered by the moving animal during the recording time period of 120 s. The software calculated the total length of the path, the average speed, and the maximum speed of the larvae. A total number of 50 larvae were analyzed for each genotype. The tests were performed at the same time of day for all strains.

##### Electron Microscopy

Third stage larvae were dissected in Ca^2+^-free hemolymph**-**like saline**-**3 (HL3) and transferred into a fixation solution containing 3% glutaraldehyde, 2% paraformaldehyde, 100 mm sucrose, and 2 mm EGTA in 0.1 mm sodium phosphate buffer, pH 7.2. Samples were fixed for 2 h and washed overnight at 4 °C in 0.1 mm phosphate buffer, pH 7.2. Samples were then post-fixed for 2 h with cold 1% OsO_4_, in 0.1 mm sodium cacodylate buffer, pH 7.2, and rinsed 3–4 times (5 min each) in 0.1 mm sodium phosphate buffer, pH 7.2. Subsequently larvae were dehydrated through an ethanol gradient, followed by a propylene oxide-resin gradient. Finally, the samples were embedded in Epon resin (Sigma) and polymerized at 60 °C for 3 days. The analysis was performed on 60-nm ultrathin sections of larval body wall muscles, stained for 20 min with uranyl acetate, and examined with a Philips CM10 electron microscope (FEI Co.). For statistical analyses, the shortest and the longest diameters of mitochondria were measured using ImageJ software (rsb.info.nih.gov). In addition, we measured the area and the density of mitochondria in the same larvae. In particular, we first measured the area occupied by all cell profiles present on each section for each genotype considered. Over this area, we then measured the total number and the area occupied by mitochondria. The data were collected considering the total area occupied by cell profiles on sections cut at two different levels (about 50 μm apart) of the same block and placed on different grid. The analysis were performed using “Netherlennder” system (30).

##### Determination of mtDNA Levels

Total DNA from larvae was extracted using phenol/chloroform precipitation. The amount of mtDNA was assessed by the ratio of mtDNA to nuclear DNA (nDNA) copy number determined by quantitative real time amplification of the mitochondrial *16S* gene and the nuclear *Rpl32* gene. Primers used in this work (*16S* F and R; *Rpl32* F and R) were those reported previously (29). We generated two gene-specific calibration curves with six 10-fold serial dilutions (100–10,000,000 copies) of plasmids containing the cloned target sequences (Invitrogen). Concentration of plasmid stock solutions was assessed with an ND-1000 spectrophotometer (NanoDrop), and the plasmid copy number of dilutions was calculated using Avogadro's number. Reactions were performed in triplicate using SYBR Green chemistry according to the manufacturer's recommendations (GoTaq qPCR Master Mix, Promega) in a 7500 Real Time PCR System instrument (Invitrogen). Data were normalized to the ratio of mtDNA/nDNA copy number in controls (arbitrary set to 100%) (31, 32).

##### DNA Microarray Design

Probes were designed using the Agilent eArray Custom Microarray Design Service, which applies proprietary prediction algorithms to design 60-mer oligonucleotide probes. Microarrays were synthesized *in situ* using the Agilent ink-jet technology with 8 × 60 K format. A total of 32,162 probes representing *D. melanogaster* transcripts were successfully obtained. A custom microarray platform, named “*Drosophila* 1.0” (eArray Design ID: 035757), showed 30,814 duplicate probes and 1,348 single probes. 

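Each of the 7 arrays held 62976 features, of which 61657 belonged to transcript probes. These came from 32162 distinct probes of 60 bases, each with its own sequence. Of these probes, 13907 lay on 1 feature of the array and 18255 on 2 or more, namely 8415 on 2 features, 9640 on 3 and 200 on 10.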

Each array included default positive (1,011 probes) and negative (308 probes) controls. Probe sequences and other details on the microarray platform can be found in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov) under accession number GPL17290.

##### Microarray Labeling and Hybridization

Gene expression profiling was carried out on d*rim2*^−/−^ and d*rim2*^+/−^ *Drosophila* larvae using the *Drosophila* 1.0 custom platform (Agilent Technologies). Total RNA was obtained from the whole body of third instar larvae for each genotype. Four and three biological replicates were analyzed for d*rim2*^−/−^ and d*rim2*^+/−^ samples, respectively, for a total of seven microarray experiments. 800 ng of total RNA was labeled with “Agilent One-color Microarray-based Gene Expression” protocol according to the manufacturer's instructions. The synthesized cDNA was transcribed into cRNA and labeled with Cy3-dCTP. Labeled cRNA was purified with RNeasy mini columns (Qiagen). The quality of each cRNA sample was verified by total yield, and specificity was calculated with NanoDrop ND-1000 spectrophotometer measurements. 1.65 μg of labeled cRNA was used in each reaction, and hybridization was carried out at 65 °C for 17 h in a hybridization oven rotator (Agilent). The arrays were washed using Agilent Gene expression washing buffers and stabilization and drying solution, as suggested by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA), and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Gene expression data are available in the GEO database with the accession number GSE48012.

##### Statistical Analysis of Gene Expression Data

Inter-array normalization of expression levels was performed with the quantile method (33) to correct possible experimental distortions. A normalization function was applied to the expression data of all the experiments, and the values of within-array replicate spots were then averaged. Feature Extraction software, which provided spot quality measures, was used to evaluate the quality and reliability of the hybridization. In particular, the flag “glsFound” (set to 1 if the spot had an intensity value significantly different from the local background and to 0 when otherwise) was used to filter out unreliable probes; the flag equal to 0 was to be noted as “not available.” Probes with a high proportion of not available values were removed from the dataset to carry out a more solid, unbiased statistical analysis. Forty percent of the not available was used as the threshold in the filtering process, and a total of 25,350 *Drosophila* transcripts were obtained. 

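Under the flag gIsFound, with which Feature Extraction marks a spot as located and distinct from its surroundings, 29504 of the probes were not available on at most 40% of the 7 arrays. Under the flag gIsPosAndSignif, which marks a signal as positive and significantly above background, the number was 25114. The authors' deposited table of processed values has 25349 transcript probes, and 3464 of its 177443 values are empty. Every spot behind those 3464 values had a gIsPosAndSignif of 0, and 0 of the filled values rested on such spots alone. By contrast, 9109 filled values rested only on spots with a gIsFound of 0.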

Principal component analysis, cluster analysis, and profile similarity searches were performed with MultiExperiment Viewer version 4.8.1 of the TM4 microarray software suite. The identification of differentially expressed mRNAs was performed with two class Significance Analysis of Microarray programs with default settings (34). The normalized expression values of the biological replicates for each genotype were log2-transformed and mediated. Gene Ontology analysis of differentially expressed genes was performed using the DAVID tool (35).

## RESULTS

The Rim2p protein was previously characterized in *S. cerevisiae* as a mitochondrial pyrimidine nucleotide transporter (9). Yeast Rim2p is a member of the mitochondrial carrier protein family distinguished by some typical features as follows: the amino acid sequences include three repeats, each containing two putative trans-membrane sequences and the signature motif (P*X*(DE)*XX*(KR)). Therefore, the main structure fold is a six α-helical bundle (11). To evaluate the degree of conservation of the Rim2p across species, we performed an amino acid alignment of yeast, human, and fruit-fly Rim2p sequences and calculated the levels of homology (Fig. 1). The d*rim2* gene of *D. melanogaster* codes for three different transcripts, named A, C, and D. The corresponding protein isoforms showed comparable degrees of similarity to the yeast sequence (≈40%). Interestingly, all *Drosophila* isoforms are closer to human PNC-1 (52–54% identity) than to yeast Rim2p.

**FIGURE 1.**
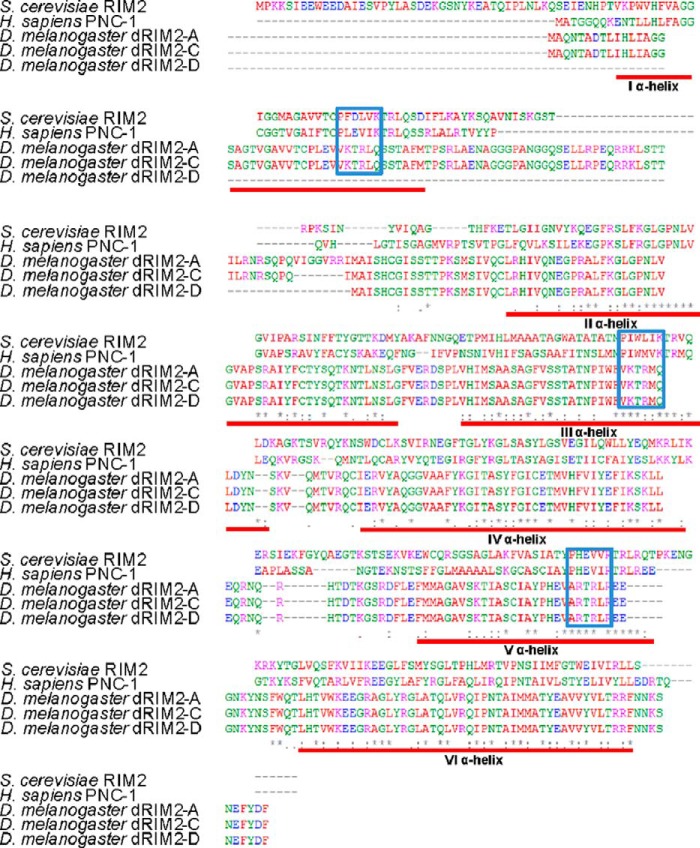
**Sequence alignment of RIM2 proteins from different species.** Sequences included in the alignment, performed with Multiple Sequence Alignment T-Coffee, are those of *S. cerevisiae*, *Homo sapiens* (SLC25A33), and *D. melanogaster* (dRIM2 isoforms A, C, and D). The alignment highlights identical residues (*) and similar ones (. and :), the positions of the six transmembrane α-helices (*red lines*), and the three signature motifs (*blue boxes*).

To characterize the subcellular localization of dRIM2, we transfected *Drosophila* S2R^+^ cells with a pACT vector expressing HA-tagged dRIM2 cDNA under the control of the *actin 5c* promoter. MitoTracker staining and immunodetection of HA-dRIM2 with an α-HA monoclonal antibody clearly indicated that dRIM2 localizes to mitochondria (Fig. 2*A*).

**FIGURE 2.**
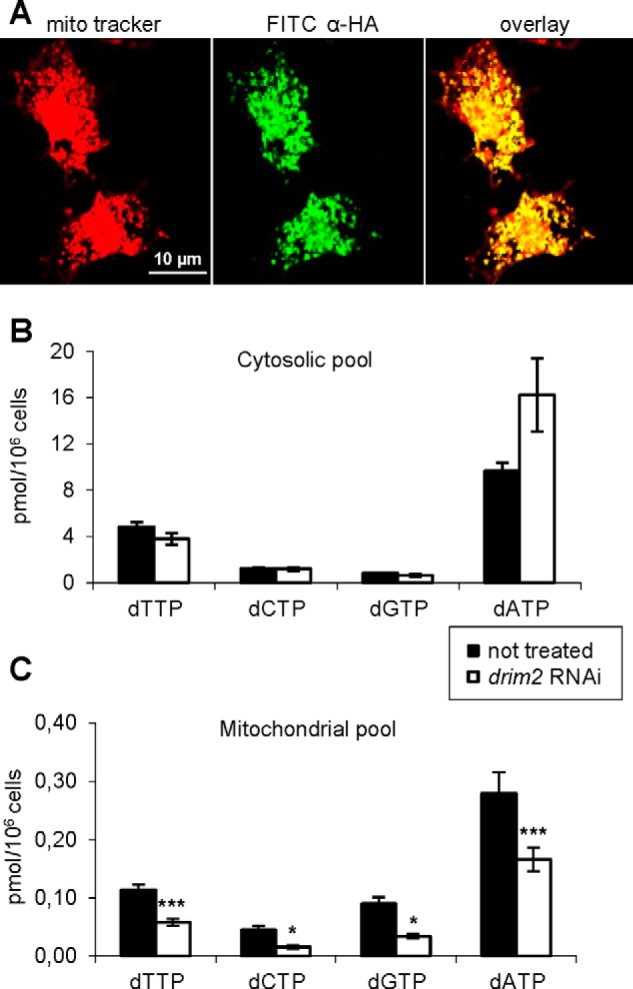
**Mitochondrial localization of dRIM2 and effects of d*rim2* silencing on the deoxynucleotides pool contents of S2R^+^.** *A, Drosophila* cells were transiently transfected with pACT-d*rim2* HA tagged, incubated with MitoTracker dye (*red*), and then immunolabeled with the anti-HA antibody (*green*). Overlay of images confirms the mitochondrial localization of dRIM2. Pyrimidine and purine dNTP pool sizes in cytosol (*B*) and mitochondria (*C*) of d*rim2* silenced S2R^+^ cells and controls. Pool sizes are expressed as picomoles of dNTP per million cells. Values are means ± S.D. from four experiments for control and five experiments for RNAi (Student's *t* test *, *p* < 0.05; ***, *p* < 0.005).

Next, we down-regulated the expression of endogenous d*rim2* in S2R^+^ cells and tested the effects on the size of the mitochondrial dNTP pools. In cells incubated for 72 h with dsRNA, real time RT-PCR analysis showed that mRNA was decreased by 80%. If dRIM2 is a carrier for pyrimidine nucleotides, its down-regulation should affect the dTTP and dCTP pools more than the purine deoxynucleotides dATP and dGTP. To test this prediction, we isolated the mitochondrial and cytosolic dNTP pools from control and silenced S2R^+^ cells by adapting a procedure previously devised for the quantification of mammalian mitochondrial dNTPs (19). No data are available on dNTP pool sizes in *Drosophila* cells, and we therefore wished to establish the relative abundance of the four dNTPs and the ratios between cytosolic and mitochondrial pools. In mammals, dTTP is generally the largest dNTP pool, and dGTP is the smallest, with dCTP and dATP occupying intermediate positions. Pool sizes in *Drosophila* are reported in Fig. 2, *B* and *C*. As in mammalian cells (22), mitochondrial pool sizes corresponded to about 3–10% those of the cytosolic pools. The dATP pool was the largest in both cytosol and mitochondria, followed by dTTP, dGTP, and dCTP in the cytosol and dTTP, dCTP, and dGTP in mitochondria. In both compartments, the dCTP pool was particularly small and comparable in size to the dGTP pool. Because the sizes of the dNTP pools are strongly influenced by the position of the cell in the cell cycle (36), we took care of comparing the concentrations of dNTPs in cultures of d*rim2*-silenced and control S2R^+^ cells with similar frequencies of S-phase cells. We observed no difference in the proportion of S-phase cells between silenced and control cultures, with values of about 20–25% depending on the experiment. Therefore, we feel confident that the differences in dNTP pools we measured in the two sets of cultures were not caused by differences in cell cycle distribution. However, although the cytosolic pools were virtually identical in control and silenced cultures (with the exception of the dATP pool that was higher in the latter), all mitochondrial dNTPs were significantly lower in the silenced cells, with levels ranging between 30% (dCTP) and 60% (dATP) of the controls. Thus, down-regulation of d*rim2* reduced the mitochondrial concentrations of both pyrimidine and purine dNTPs, suggesting that the protein is a general transporter for all four DNA precursors. We cannot extend this conclusion to RNA precursors, as we did not measure the mitochondrial ribonucleotide pools.

Next we attempted to knock down the d*rim2* gene *in vivo* by using GAL4/UAS-driven RNAi in living flies (18, 37). Despite high levels of silencing (about 80%) (Fig. 3*A*), d*rim2* KD individuals did reach the adult stage and lived longer than the controls (Fig. 3*B*). No effects on egg to adult viability were observed. These results suggest that even a low residual level of d*rim2* mRNA is sufficient to maintain the wild-type phenotype.

**FIGURE 3.**
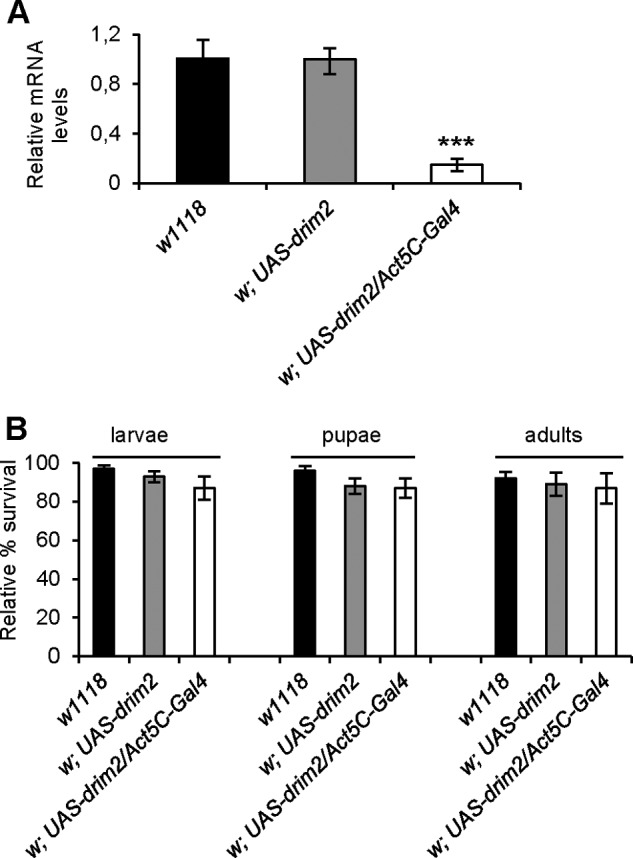
**Developmental effects of d*rim2* KD *in vivo*.** All experiments were carried out in *w*^1118^ (*closed column*) as well as in specific controls *w;UAS-*d*rim2* (*gray column*) and in KD *w;UAS-*d*rim2/Act5C-Gal4* (*open column*) third stage larvae. *A*, d*rim2* mRNA levels in each strain measured by qRT-PCR. *B*, relative percentage of egg to adult viability calculated at three developmental stages, *i.e.* third stage larvae, pupae, and adults. Data plotted are means ± S.D. (Student's *t* test ***, *p* < 0.005).

Thus, we generated a *Drosophila* d*rim2* KO using the technique described previously (26) that exploits the specific recombination between FRT sites in the presence of flippase. Heterozygous KO flies (d*rim2*^+/−^) were balanced with a strain expressing GFP (w; L2, Pin1, *CyO-*GFP), allowing discrimination between homozygous GFP-negative d*rim2*^−/−^ and heterozygous GFP-positive d*rim2*^+/−^ larvae. Real time-PCR showed that d*rim2*^+/−^ larvae had about 50% d*rim2* mRNA levels compared with a wild-type control (*w*^1118^), whereas d*rim2*^−/−^ flies were null, as expected (Fig. 4*A*). The d*rim2*^−/−^ third instar larvae were visibly smaller than their heterozygous counterparts (Fig. 4*B*). Nevertheless, KO larvae did present mouth hooks, the distinctive character of the third larval stage indicating that their smaller size was not due to a developmental delay (Fig. 4*C*). The KO heterozygous d*rim2*^+/−^ larvae developed into normal adults with no developmental defects. On the contrary, none of d*rim2*^−/−^ larvae reached adulthood. Although d*rim2*^−/−^ individuals survived through larval development, most of them died at the third larval instar, and the survivors failed to progress beyond the pupal stage (Fig. 4*D*). To further characterize the phenotype, we measured locomotor activities (total distance traveled, overall average speed, and inactivity) with the Any Maze software. Wild-type and d*rim2*^+/−^ larvae behaved similarly, whereas d*rim2*^−/−^ showed marked locomotor defects (Fig. 4, *E–G*).

**FIGURE 4.**
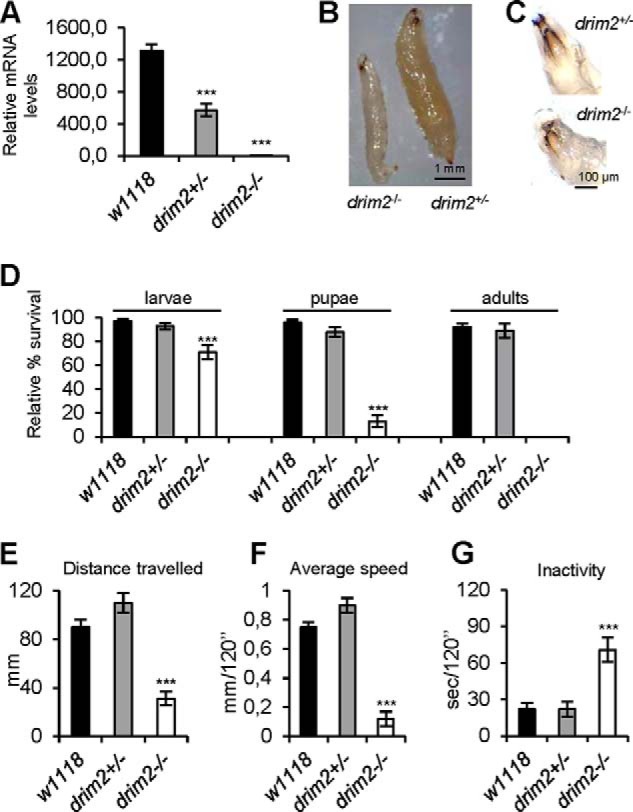
**Morphological, developmental, and behavioral effects of d*rim2* KO *in vivo*.** All experiments were carried out in parallel in *w*^1118^ (*closed column*), d*rim2*^+/−^ (*gray column*), and d*rim2*^−/−^ (*open column*) third stage larvae. *A*, d*rim2* mRNA levels, expressed as relative quantity of template in the sample, were determined by qRT-PCR. *B*, third stage KO larvae. Heterozygous d*rim2*^+/−^ larva (*right*) and homozygous d*rim2*^−/−^ larva (*left*). Notice the smaller size of the latter. *C*, both hetero- and homozygous KO larvae present mouth hooks, the distinctive characters of the third larval stage. *D*, relative percentage of egg to adult viability calculated at three developmental stages, *i.e.* third stage larvae, pupae, and adults. *E–G*, larval locomotor activity characterized by the three parameters, each calculated in a total recording time period of 120 s. *E,* total distance traveled (*i.e.* as millimeters covered); *F,* overall average speed (millimeters over 120 s); and *G,* inactivity (seconds over 120 s). Data plotted are means ± S.D. (Student's *t* test ***, *p* < 0.005).

Confocal images of body wall preparations stained with MitoTracker Red showed a normal mitochondrial pattern along the z-lines in *w*^1118^; however, the d*rim2*^−/−^ individuals showed spatially disorganized mitochondria that failed to line up along the z-lines (Fig. 5*A*). This abnormal pattern was confirmed by transmission electron microscopy (EM) (Fig. 5*B*). EM carried out in d*rim2*^+/−^ and d*rim2*^−/−^ larvae (*1st panel,* Fig. 6*A*) revealed alterations of mitochondrial number and shape compared with *w*^1118^ (Fig. 6*A*). The d*rim2*^+/−^ mitochondria appeared more elongated and considerably bigger than those of *w*^1118^ larvae (Fig. 6*A*). Morphometric analysis indicated that, on average, the major mitochondrial diameter in d*rim2*^+/−^ larvae was significantly increased, and the minor diameter was reduced relative to *w*^1118^ mitochondria (Fig. 6, *B* and *C*). In d*rim2*^−/−^ larvae, mitochondria had a rounder shape (Fig. 6*A*); the averaged major diameter was unchanged relative to the wild type, whereas the minor diameter was longer than that of mitochondria of both *w*^1118^ and d*rim2*^+/−^ (Fig. 6, *B* and *C*). Accordingly, estimates of the mitochondrial area indicated that d*rim2*^+/−^ organelles were larger than those from *w*^1118^ and d*rim2*^−/−^ flies (Fig. 6*D*). Furthermore, mitochondrial density, *i.e.* the number of mitochondria per surface unit, was reduced in d*rim2*^+/−^ individuals compared with wild-type controls and significantly higher in d*rim2*^−/−^ larvae (Fig. 6*E*).

**FIGURE 5.**
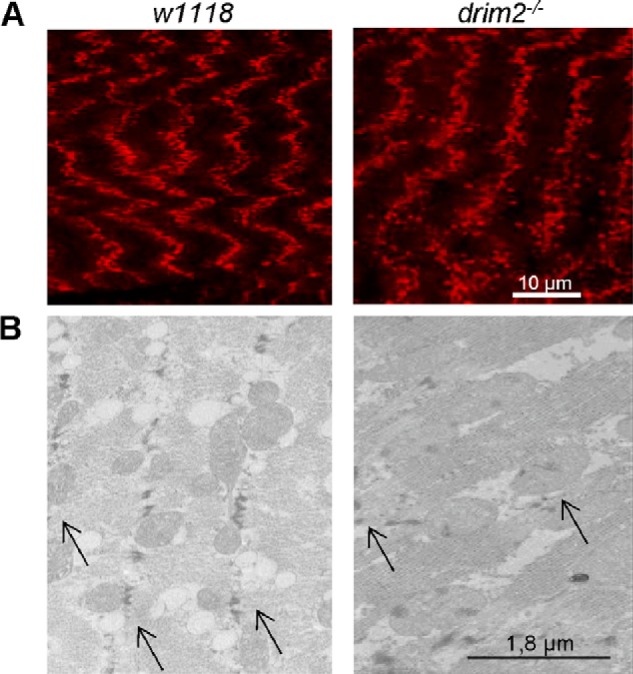
**Mitochondria disposition around z-lines.** Confocal images (*A*) and electron microscopy (*B*) of body wall preparations of *w*^1118^ and d*rim2*^−/−^ larvae. *Arrows* indicate the z-lines.

**FIGURE 6.**
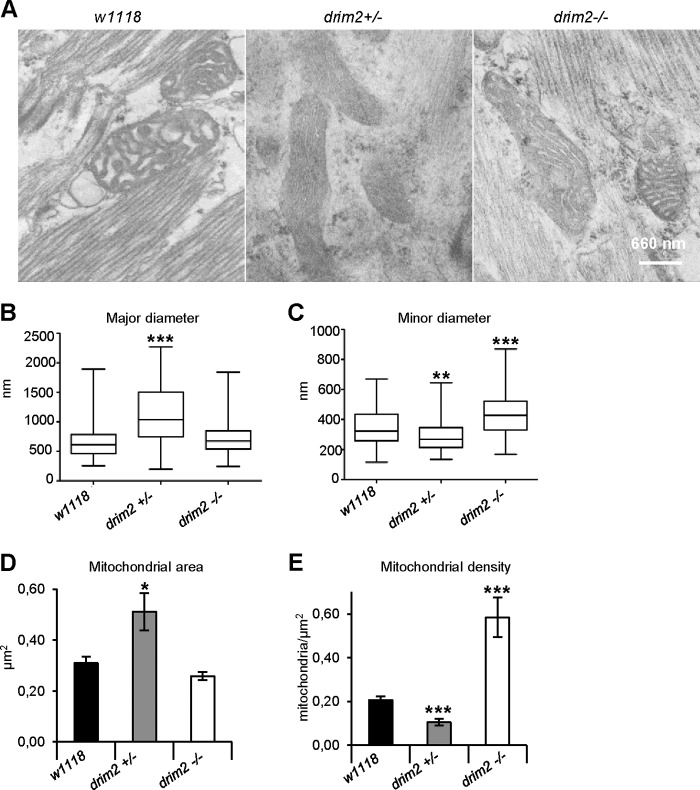
**Electron microscopic analysis on third stage larval body wall sections.** Characterization was carried out on *w*^1118^, d*rim2*^+/−^, and d*rim2*^−/−^ larvae. *A*, cross-sectional ultrastructure of larval muscles, illustrating the distribution and morphology of mitochondria. *B* and *C,* morphometric analyses of mitochondrial dimensions in terms of minor (*B*) and major diameter (*C*), both expressed in nanometers and presented as box plots. *D*, mean ± S.E. of the total area occupied by mitochondria (expressed in square microns) over the tissue profile area measured (*w*^1118^, 447 μm^2^; d*rim2*^+/−^, 231 μm^2^; d*rim2*^−/−^, 256 μm^2^). *E*, mitochondria density ± S.E. was plotted as the number of mitochondria per square micron of the tissue profile area (*w*^1118^, 447 μm^2^; d*rim2*^+/−^, 231 μm^2^; d*rim2*^−/−^, 256 μm^2^) (Student's *t* test *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.005).

As *Rim2* deletion in yeast and PNC1 down-regulation in mammalian cells decreases mtDNA content (13, 14), we measured the mtDNA copy number in KO larvae. Unexpectedly, although mtDNA was almost 40% depleted in d*rim2*^+/−^ larvae, d*rim2*^−/−^ individuals had levels of mtDNA close to wild type (Fig. 7*A*), possibly a consequence of the higher mitochondrial density (Fig. 6*E*) (38, 39).

**FIGURE 7.**
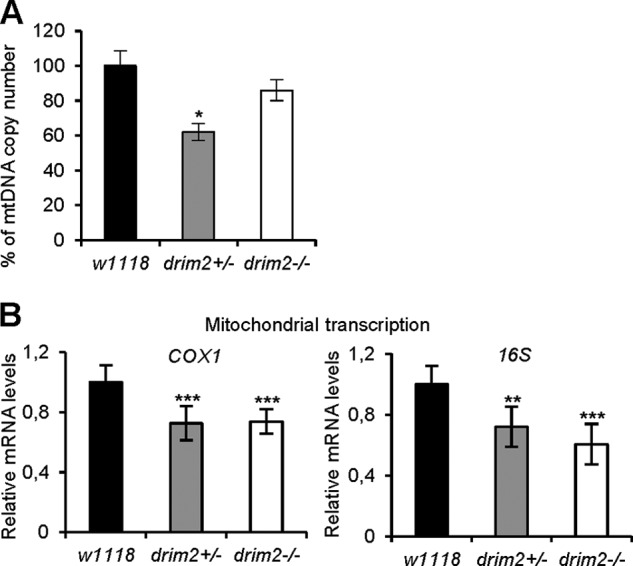
**Mitochondrial DNA content and analysis of mitochondrial transcription in larvae.** All experiments were carried out on *w*^1118^, d*rim2*^+/−^, and d*rim2*^−/−^ larvae. *A*, mtDNA content was measured by quantitative real time-PCR. Data are ratios of mtDNA to genomic DNA relative to the control ratio in *w*^1118^ larvae. Values are expressed as a mean of three independent experiments, and *error bars* represent the S.D. of the mtDNA/nDNA ratio among the replicates. *B*, analysis of mitochondrial transcription. Transcripts of the mitochondrial genes *COX1* and *16S* were measured by real time-PCR and related to the level of transcripts of the nuclear gene *Rpl32*. For each condition, data are presented as the mean of relative quantity of template in the sample ± S.D. from three individual experiments (Student's *t* test *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.005).

A reduced mtDNA copy number might lead to reduced expression of the mtDNA-encoded subunits of the respiratory chain. We measured the levels of mitochondrial transcripts for *Cyclooxygenase-1* (*COX1*) and RNA (*16S*) relative to housekeeping gene *Rpl32* by real time-PCR (Fig. 7*B*) (40). Mitochondrial transcription was lower in both d*rim2*^−/−^ and d*rim2*^+/−^ larvae. To establish whether defects in d*rim2* function also affect mitochondrial respiration, we measured oxygen consumption rates of muscle body wall preparations of *Drosophila* larvae with the Seahorse technology (41). Controls and d*rim2*^+/−^ larvae maintained a steady respiratory rate that was inhibited by rotenone and antimycin A, demonstrating its mitochondrial origin. On the contrary d*rim2*^−/−^ larvae showed severe impairment of oxygen utilization that was insensitive to respiratory inhibitors (Fig. 8*A*). The same measurements were performed also in S2R^+^ cells silenced for d*rim2*. The rate of oxygen consumption was significantly decreased in cells silenced for 96 h, and the cells responded less than the controls to uncoupler (FCCP) and to oligomycin or rotenone plus antimycin A (Fig. 8*B*). No significant differences of respiratory profile were detected between cells undergoing a mock interfering treatment for almost 48 h and the controls. The basal respiration of the two cultures was similar, both being of mitochondrial origin because they were stimulated by FCCP and inhibited by oligomycin or rotenone plus antimycin A (Fig. 8*B*).

**FIGURE 8.**
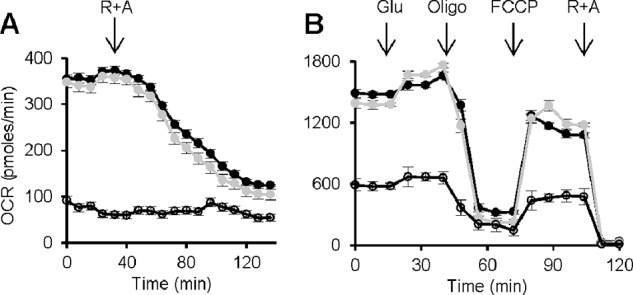
**Oxygen consumption rates in larvae and in S2R^+^ cells.** *A*, oxygen consumption was measured in *w*^1118^ (*black vehicles*), d*rim2*^+/−^ (*gray vehicles*), and d*rim2*^−/−^ (*empty vehicles*) third stage larvae. The addition of 5 μm rotenone (*R*) plus 5 μm antimycin A (*A*) is indicated by the *arrow. B*, respiratory profile of control and d*rim2*-silenced S2R^+^ cells. We analyzed untreated cells (*black vehicles*), cells silenced for 48 h with dsRNA (*gray vehicles*), and cells silenced for 96 h (*empty vehicles*). Ten mm glucose (*Glu*), 1 μm FCCP, and 5 μm rotenone plus 5 μm antimycin A were added at the times marked by *arrows*.

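RNA from whole larvae of the third instar was labeled with Cy3 and hybridized to one-color Agilent arrays, 4 for d*rim2*-/- and 3 for d*rim2*+/-, each array from its own biological replicate. The d*rim2*+/- larvae carried the second chromosome balancer CyO-GFP, which the d*rim2*-/- larvae lacked. The authors deposited the Feature Extraction output of every array, in linear intensity units, and a table of their own processed values. From the former, the background-corrected signal (gProcessedSignal) was quantile-normalized between arrays over the spots of the transcript probes, averaged over the spots of each probe and transformed to log2. Spots with a gIsFound of 0 or with an outlier flag were set to not available. Probes not available on over 40% of the arrays were then left out, so that 29499 probes with a value in each genotype were tested. Differences are the mean log2 value in d*rim2*-/- minus that in d*rim2*+/-. They were tested with limma (a linear model with empirical Bayes moderation, two-sided), and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. Between 67.8 and 73.3% of the spots (median 72.5%) were well above background on the d*rim2*-/- arrays and between 70.1 and 72.1% (median 72.0%) on the d*rim2*+/- arrays, and 0 spots were saturated. The background-subtracted signal of the median spot was 391 to 515 (median 451) on the d*rim2*-/- arrays and 403 to 480 (median 471) on the d*rim2*+/- arrays. Replicates correlated across probes at 0.966 to 0.991 within d*rim2*-/- and at 0.986 to 0.994 within d*rim2*+/-. Between the genotypes it was 0.965 to 0.986, a range that overlaps the one within d*rim2*-/-, and probes are not independent replicates. The number of arrays limits the precision, since 7 arrays can be split into 4 and 3 in 35 ways, so that the smallest two-sided exact permutation p is 0.0286. All 7 arrays lay on 1 slide and were read in 1 scan. The d*rim2*-/- arrays filled 1 column of that slide and the d*rim2*+/- arrays the other, so that the column and the genotype cannot be told apart. Probe positions are those of the dm3 build in the authors' files. Gene symbols were assigned from a RefSeq table of a later genome release, which named 21146 probes of 13166 genes, and an exon annotation was not used here.

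The targeted gene, d*rim2* (CG18317, listed by RefSeq as Rim2), had 2 probes, both on chromosome arm 2L. The first, from 1716271 to 1716330, was well above background on all 7 arrays and had a log2 signal of 7.40 ± 0.13 (SD, n = 4) in d*rim2*-/- and 11.17 ± 0.06 (SD, n = 3) in d*rim2*+/-. This is a difference of −3.77 (standard error 0.0955, adjusted p = 5.42e-05 from limma), or 13.7-fold lower in d*rim2*-/-. The d*rim2*-/- arrays lay between 7.23 and 7.51 and the d*rim2*+/- arrays between 11.12 and 11.23 (exact permutation test, two-sided p = 0.0286). With each array left out in turn, the difference stayed between −3.81 and −3.72. The drim2 (CG18317) log2 difference moved most, to −3.33, when the background correction of Feature Extraction was replaced by the normexp method. The second probe, from 1716899 to 1716955, was well above background on all 3 d*rim2*+/- arrays and on 2 of the 4 d*rim2*-/- arrays. It differed by −6.04 (standard error 0.799, adjusted p = 0.0201 from limma), a size that is uncertain because of the dim arrays, and its call held in 3 of the 7 fits that left out an array. The adjusted p of the Rim2 second probe log2 difference from limma was 0.0597 to 0.0913 without 1 of the d*rim2*+/- arrays and 0.0639 without d*rim2*-/- replicate 1.

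**Figure D1:**
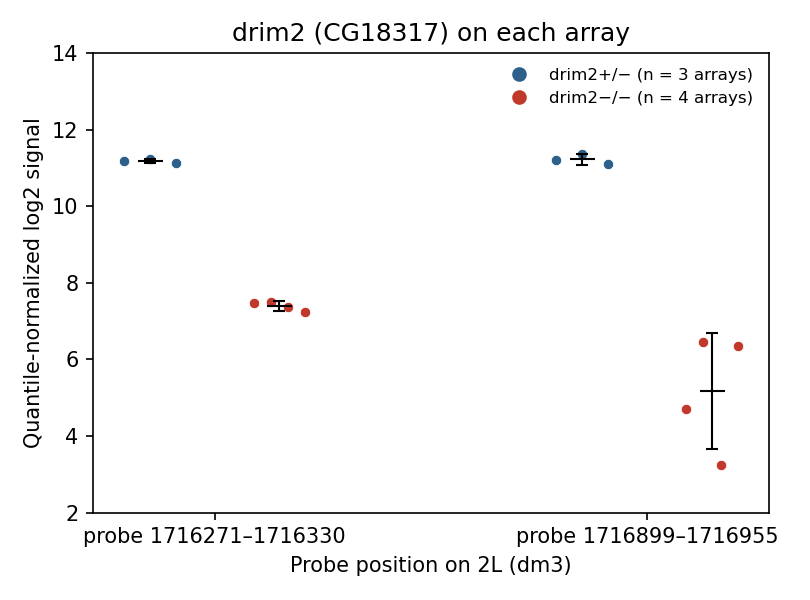
Log2 signal (y axis) of the 2 d*rim2* probes in each array, by genotype (x axis), with points for arrays and bars for the mean ± SD of 4 d*rim2*-/- and 3 d*rim2*+/- arrays. For the first probe, the d*rim2*-/- arrays sit between 7.23 and 7.51 and the d*rim2*+/- arrays between 11.12 and 11.23.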

To define the gene expression pattern specifically associated with d*rim2* KO, we performed protein-coding microarray analyses (Fig. 9) (*Drosophila* 1.0 custom platform, Agilent Technologies) on high quality RNA from d*rim2*^−/−^ and d*rim2*^+/−^. Using Significance Analysis of Microarray two class analysis, we identified 2,964 differentially expressed genes (false discovery rate = 5.10%) of which 1,120 were up-regulated (38%) and 1,844 were down-regulated (62%) in d*rim2*^−/−^ *versus* d*rim2*^+/−^ samples (supplemental Table S1). 

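With limma, 873 of the 29499 probes were called, 283 (32.4%) higher and 590 lower in d*rim2*-/- than in d*rim2*+/-. Where they could be named, the called probes belonged to 597 genes of the RefSeq table. By their fitted values 503 of the called probes differed by over 2-fold, and the median absolute log2 difference of the calls was 1.12. In 117 of the calls, 13 of them higher in d*rim2*-/- and the rest lower, only 1 of the genotypes was well above background on all of its arrays, and in 86 neither was. At an adjusted p under 0.01 there were 120 calls, and at an unadjusted p under 0.05 there were 4779 probes. Of the 24076 probes available on all 7 arrays, 17.9% had no overlap between the arrays of the genotypes, where chance gives 5.71%. Significance Analysis of Microarrays (SAM) over all 35 splits, at a median false discovery rate of at most 5.1%, called 1921 probes, 754 (39.3%) higher and 1167 lower. Applied to the authors' processed values, a choice made after seeing the values, SAM called 2485 probes, 925 higher and 1560 lower. Among the other settings, quantile normalization replaced by scaling each array to its 75th percentile gave 625 calls (217 higher and 408 lower). With 1 array left out, the count of calls ranged from 656 without d*rim2*-/- replicate 2 to 145 (22 higher and 123 lower) without d*rim2*+/- replicate 1. It was 191 without d*rim2*+/- replicate 2, 311 without d*rim2*-/- replicate 4, 329 without d*rim2*-/- replicate 1, 445 without d*rim2*-/- replicate 3 and 488 without d*rim2*+/- replicate 3. Calls were more frequent among genes of chromosome 2, which carries d*rim2* and the balancer (267 of 5041 genes, 5.30%), than among genes of chromosome 3 (172 of 5781, 2.98%) or X (56 of 2061, 2.72%).

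Among the probes called, available on all 7 arrays and without overlap, the 5 largest rises in d*rim2*-/- were those of RE25177, MFS1, CG14545, CG12520 and IP02692. MFS1 (2R, 18719123 to 18719182) rose from 6.37 ± 0.30 (SD, n = 3) to 9.84 ± 0.97 (SD, n = 4) in log2 signal, a difference of 3.47 (standard error 0.527, adjusted p = 0.0283 from limma). IP02692 (2R, 7302742 to 7302801) differed by 2.75 (standard error 0.313, adjusted p = 0.0127 from limma) and CG12520 (3L, 12894475 to 12894534) by 2.80 (standard error 0.384, adjusted p = 0.0218 from limma). RE25177 (2R, 8263132 to 8263191) was well above background on all d*rim2*-/- arrays and on 2 of the 3 d*rim2*+/- arrays, and differed by 3.70 (standard error 0.583, adjusted p = 0.0320 from limma). CG14545 (3R, 21676226 to 21676285) was well above background on 0 of the d*rim2*+/- arrays, so that no fold is given (adjusted p = 0.0469 from limma), with 7.86 in d*rim2*-/- replicate 1 and 6.10 to 6.35 in the others. Under normexp CG14545 was not called (adjusted p = 0.0909 from limma) and differed by less than CG12520 and IP02692, so that its place among the 5 is uncertain. The call of CG14545 was lost whichever array was left out, while that of IP02692 held in 6 of the 7 such fits, that of CG12520 in 3 and those of RE25177 and MFS1 in 1 each. With the targeted gene set aside, whose second probe differed by −6.04, the 5 largest falls were those of yellow-d2, BomT2, Ser7, CG30083 and Rep. The signal of yellow-d2 (2R, 19270057 to 19270114) fell to 7.41 ± 0.20 (SD, n = 4), with an SD of 0.57 (n = 3) in d*rim2*+/-, a difference of −7.29 (standard error 0.271, adjusted p = 0.000327 from limma). The other 4 were dim in d*rim2*-/-, so that the size of their fall is uncertain. BomT2 (2R, 14276838 to 14276897) was well above background on 2 of the 4 d*rim2*-/- arrays and differed by −6.97 (standard error 0.647, adjusted p = 0.00774 from limma). Ser7 (X, 9761029 to 9761088) was well above background on 1, replicate 2, at 5.60 against 3.23 to 3.47 in the others, and differed by −6.70 (standard error 0.631, adjusted p = 0.00822 from limma). CG30083 (2R, 11599128 to 11599187) was well above background on 1 as well, with a difference of −5.88 (standard error 0.658, adjusted p = 0.0125 from limma). Rep (2R, 15381352 to 15381411) was well above background on 0, with 3.86 in replicate 4 and 3.18 to 3.27 in the others, against 8.92 ± 0.46 (SD, n = 3) in d*rim2*+/- (adjusted p = 0.000881 from limma). Every fit that left out an array called yellow-d2, BomT2 and Rep, and 6 and 5 of the 7 called Ser7 and CG30083. RE25177, MFS1, IP02692, yellow-d2, BomT2, CG30083 and Rep lie on 2R, while CG14545, CG12520 and Ser7 lie on other chromosomes. The d*rim2*+/- larvae alone carried the second chromosome balancer. For the genes on 2R, differences between the second chromosomes therefore cannot be told apart from the loss of d*rim2*.

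**Figure D2:**
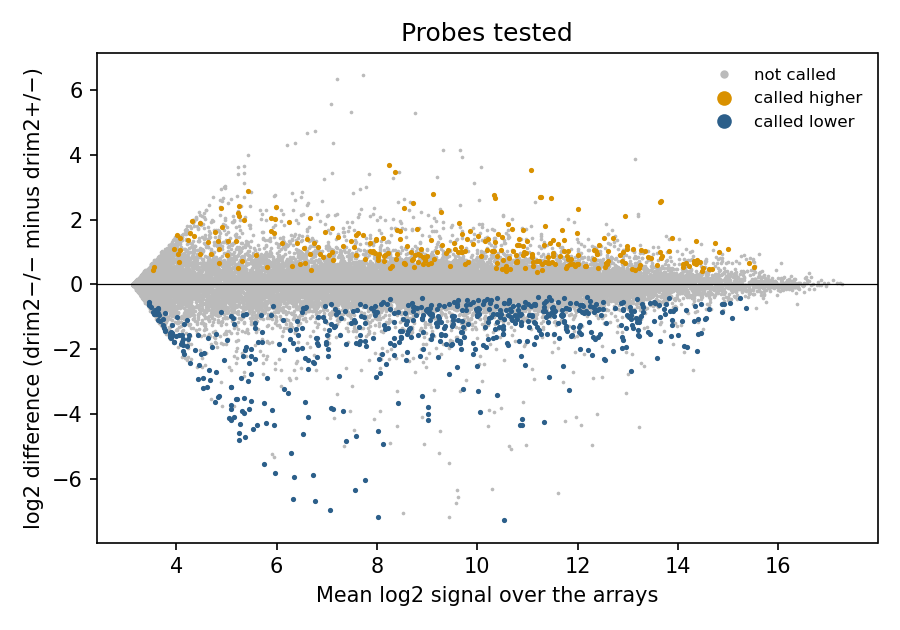
Log2 difference of d*rim2*-/- minus d*rim2*+/- (y axis) against the mean log2 signal (x axis) for the 29499 probes tested, with the probes called higher in orange and those called lower in blue. The 590 lower calls reach −7.29 for yellow-d2, and the 283 higher calls include MFS1 at 3.47.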

A functional annotation web tool (DAVID) was used to identify functional categories occurring in the d*rim2*^−/−^ expression signature more frequently than expected by chance. The Group Enrichment Score was used to rank biological significance of deregulated genes. 

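Genes of 4 pathways were taken from lists drawn up by name, with each gene represented by its probe of highest mean signal, so that 12995 genes were compared. The lists are not the categories of the DAVID tool and lack some of the genes in the paper's heat map. Each list was tested against all other genes with limma's cameraPR (two-sided, preset correlation between genes 0.01), with p adjusted over the 10 lists tested.

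For 68 nuclear genes of oxidative phosphorylation, the mean log2 difference was 0.14 and the median 0.19 (adjusted p = 0.0231 from limma's cameraPR), with 61 genes higher and 7 lower in d*rim2*-/-. Of these, limma called 0 higher and 1 lower over all probes (ND-B14, −1.74), and 0 in either direction adjusted over the list alone. At an unadjusted p under 0.05, 12 were higher and 3 lower, and SAM called 5 higher (Cyt-c1, ND-51, ND-75, SdhA and UQCR-C2). The mean of the list per array was 13.02 in d*rim2*-/- and 12.89 in d*rim2*+/- (exact permutation test, two-sided p = 0.286). Scaling to the 75th percentile, which raised the median difference of all probes from 0.0138 to 0.0718, moved this list most, to a mean of 0.05 (adjusted p = 0.828 from limma's cameraPR, range over its alternatives 0.00434 to 0.828). The mean was 0.06 without d*rim2*+/- replicate 3 (adjusted p = 0.321 from limma's cameraPR), 0.10 without d*rim2*-/- replicate 1 (0.0667) and 0.10 without d*rim2*-/- replicate 2 (0.139).

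For 26 genes of glycolysis and gluconeogenesis, the mean was −0.04 and the median 0.14, of opposite sign, and limma's cameraPR pointed down (adjusted p = 0.664). There were 19 genes higher and 7 lower. limma called AcCoAS and Pepck1 (−1.07) lower, both over all probes and adjusted over the list alone, and 0 genes higher. SAM likewise called 0 higher, and 1 gene was higher at an unadjusted p under 0.05. The mean was 0.04 without d*rim2*+/- replicate 1. The list means per array did not separate the genotypes (exact permutation test, two-sided p = 0.6).

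For 24 genes of purine metabolism, the mean was −0.13 and the median −0.07 (adjusted p = 0.0456 from limma's cameraPR), with 10 genes higher and 14 lower. limma called 3 lower over all probes and 6 adjusted over the list alone (Adk3, Adsl, Aprt, Paics, Prat2 and ras), and 0 higher, where 1 was higher at an unadjusted p under 0.05 and SAM called 0. The list means per array were 12.02 in d*rim2*-/- and 12.15 in d*rim2*+/- (exact permutation test, two-sided p = 0.0571). Its mean stayed between −0.16 and −0.11 with each array left out. The adjusted p passed 0.05 without any array but d*rim2*-/- replicate 3 and reached 0.184 without d*rim2*+/- replicate 3 (range over its alternatives 0.0210 to 0.184). Before adjustment, the p of limma's cameraPR stayed between 0.00971 and 0.0377 in the fits that left out an array.

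For 24 genes of pyrimidine metabolism, 6 of them shared with the purine list, the mean was 0.01 and the median 0.05 (adjusted p = 0.670 from limma's cameraPR), with 16 genes higher and 8 lower. limma called 0 over all probes and 0 adjusted over the list alone, 3 were higher and 2 lower at an unadjusted p under 0.05, and SAM called 1 higher (l(2)k01209) and 0 lower. The direction of the mean changed to −0.03 when all probes of each gene were averaged and to −0.03, −0.02 and −0.01 without d*rim2*+/- replicate 2, d*rim2*-/- replicate 1 and d*rim2*+/- replicate 3, and under scaling to the 75th percentile the test pointed down with a mean of 0.000310. Under limma's fry, which does not preset the correlation, the calls of the oxidative phosphorylation and purine lists did not hold (adjusted p of 0.301 and 0.114).

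**Figure D3:**
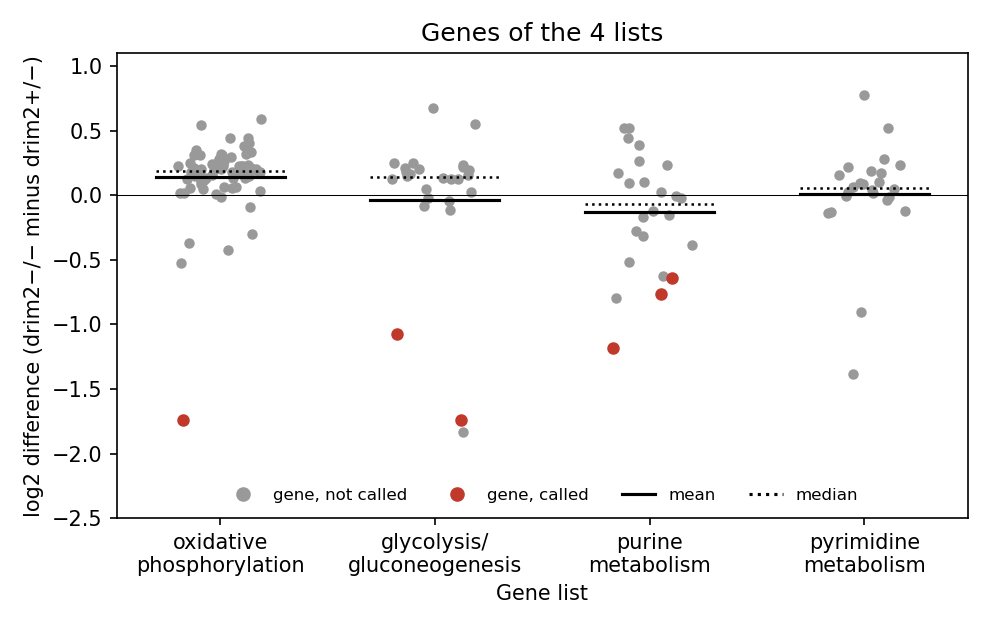
Log2 difference of d*rim2*-/- minus d*rim2*+/- (y axis) for each gene of the 4 lists (x axis), with genes called by limma in red, the mean of a list as a solid line and its median as a dotted line. The mean lies at 0.14 for oxidative phosphorylation (0.05 under scaling to the 75th percentile), −0.04 for glycolysis and gluconeogenesis, −0.13 for purine and 0.01 for pyrimidine metabolism.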

We observed that Gene Ontology functional categories over-represented in the up-regulated component of the expression signature included oxidative phosphorylation and glycolysis/gluconeogenesis; in contrast, the down-regulated components showed an over-representation of Gene Ontology categories such as purine and pyrimidine metabolism (Fig. 9).

**FIGURE 9.**
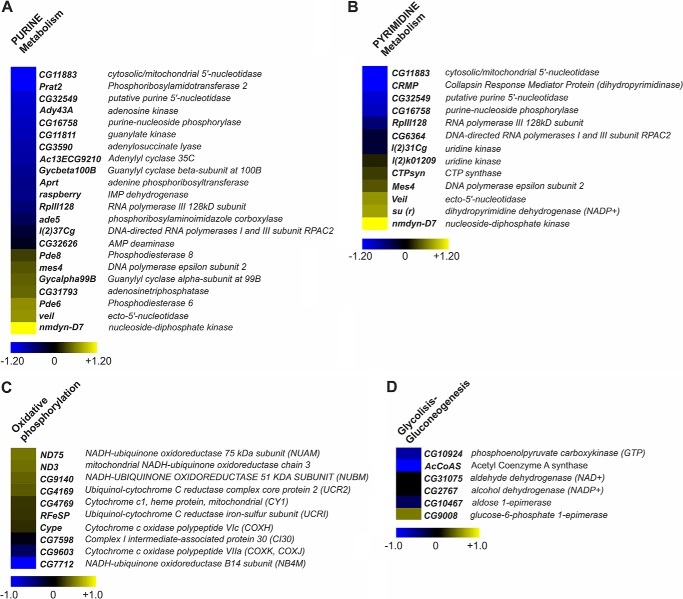
**Altered gene pathways in d*rim2* KO *Drosophila*.** Heat map representing a selection of deregulated transcripts, provided by DAVID tool, in d*rim2*^−/−^ *versus* d*rim2*^+/−^ involved in purine (22 transcripts) and pyrimidine (13 transcripts) metabolism (*A* and *B,* respectively), as well in oxidative phosphorylation (10 transcripts) and glycolysis/gluconeogenesis (six transcripts) (*C* and *D,* respectively). A color-coded scale for the normalized expression values is used as follows: *yellow* and *blue* represent high and low expression levels in d*rim2*^−/−^ with respect to d*rim2*^+/−^, respectively. The expression level of each transcript was calculated as the log2 (d*rim2*^−/−^*/* d*rim2*^+/−^), and the complete list of differentially expressed genes identified by Significance Analysis of Microarray algorithm is provided in the supplemental Table S1.

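All 43 distinct genes of the 4 panels had a probe that was tested. The study chose them on these samples, so their values are not independent evidence. By the brightest probe of each gene, limma called 0 of them higher and 8 lower in d*rim2*-/-, SAM called 10 higher and 13 lower, and at an unadjusted p under 0.05 there were 16 higher and 19 lower. By another probe, limma also called nmdyn-D7 higher and Adk3 and CRMP lower, that of CRMP well above background on 0 of the arrays. Of the 22 purine transcripts, 9 were higher and 13 lower, with differences from −1.30 to 0.67, and 6 were called lower. The largest falls were those of CG11883 (2R, 6528420 to 6528479), with 8.64 ± 0.22 (SD, n = 4) in d*rim2*-/- and 9.93 ± 0.26 (SD, n = 3) in d*rim2*+/- (adjusted p = 0.0201 from limma), and CG16758 (3L, 2499399 to 2499458), with 13.35 ± 0.28 (SD, n = 4) and 14.60 ± 0.14 (SD, n = 3) (adjusted p = 0.0211 from limma). The calls of CG11883 and CG16758 held in 2 of the 7 fits that left out an array, and that of Polr3B, listed as RpIII128 (−0.52), in 0. The direction of CG11811 (0.02) changed to −0.04 under scaling to the 75th percentile, and that of Gycbeta100B (0.53) rested on 1 available d*rim2*+/- array and changed to −0.16 with the signals of spots not found kept. Other probes gave −0.93 and 0.74 for CG11811 and −0.65 for Gycbeta100B. Of the 13 pyrimidine transcripts, 7 were higher and 6 lower, from −1.30 to 0.78 for su(r), and 3 were called, all lower and all also in the purine panel. Of the 10 oxidative phosphorylation transcripts, 7 were higher, by 0.19 to 0.45 (0.08 to 0.32 under scaling to the 75th percentile), and 3 lower, of which ND-B14 was called, though in 1 of the 7 fits that left out an array. Of the 6 glycolysis transcripts, 1 was higher (CG9008, 0.36) and 5 lower. Pepck2 (2R, 14420645 to 14420704) had the lowest value, −1.83 (standard error 0.462, adjusted p = 0.109 from limma). AcCoAS (3L, 21264400 to 21264459) fell from 14.63 ± 0.15 (SD, n = 3) to 12.89 ± 0.15 (SD, n = 4), a difference of −1.74 (standard error 0.121, adjusted p = 0.00241 from limma) that was called whichever array was left out. CG31075 had 14.83 in d*rim2*-/- replicate 4 and 15.00 to 15.03 in the other d*rim2*-/- arrays. From the categories that the DAVID tool ranked among its own SAM calls in each direction, the paper states that energy pathways were over-represented among the up-regulated genes and nucleotide metabolism among the down-regulated ones.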

## DISCUSSION

Mitochondria contain multiple copies of a small circular DNA coding for essential polypeptide components of the respiratory chain and F-ATP synthase complexes embedded in the inner mitochondrial membrane. Replication and transcription of mtDNA occur during the whole life of the cell, even after it has reached terminal differentiation. Both processes are particularly active during cell proliferation and early development, when mitochondrial biogenesis is induced (42) and thus the request for dNTPs and rNTPs is particularly high. In yeast and mammals, the cytoplasm is the main site for nucleotide production, but some synthesis also occurs in mitochondria and in the nucleus (4, 5). Because of the impermeability of the mitochondrial inner membrane to nucleotides, these are taken up into mitochondria by a partly unknown repertoire of membrane carriers. The nucleotide transporter we have studied here is the *Drosophila* ortholog of yeast Rim2p and human PNC1, two homologous pyrimidine nucleotide transporters (9, 11, 12).

In yeast, the genetic inactivation of RIM2 causes loss of mtDNA and a petite phenotype (13). In cultured human cells, down-regulation of PNC1 by siRNA can lead to decreased mtDNA copy number (14). Thus, in both yeast and humans the dependence of mitochondria on nucleotides made in the cytosol has been demonstrated.

The study of nucleotide, and especially deoxynucleotide, metabolism has been relatively neglected in *Drosophila*. Most attention has been dedicated to a distinctive multisubstrate deoxynucleoside kinase responsible for the salvage of all deoxynucleosides (43), as opposed to the four separate deoxynucleoside kinases existing in mammals (6). Given the presence in the genome of the key enzymes for dNTP and rNTP *de novo* synthesis, we assumed that the general picture defined in mammalian cells also applies to *Drosophila* and that also in this species mitochondria obtain nucleic acid precursors from extra-mitochondrial sources. Thus, after confirming that dRIM2 is localized to mitochondria (Fig. 2*A*), we hypothesized that its deletion may impact the mtDNA content and impair mitochondrial transcription, with negative consequences for oxidative phosphorylation and energy-dependent processes.

We studied the effects of dRIM2 ablation on the dNTP pools required for the maintenance of mtDNA. No information was available on the composition of dNTP pools of *Drosophila* cells, and we first analyzed the total pools of control S2R^+^ cells. They contained relatively more dTTP and dATP than dCTP and dGTP, a pool composition different from that commonly observed in mammalian cells where dTTP and dCTP frequently are the most abundant dNTPs. When we separated mitochondrial and cytosolic pools we found that, in *Drosophila* as in human cells, the dNTP pools of mitochondria amount to no more than 10% of the total dNTPs. In d*rim2*-silenced cells, both mitochondrial pyrimidine and purine dNTPs pools were reduced. Although these data only give a static picture of the mitochondrial pools and the actual nucleotide transport was not directly measured, the general decrease of all four dNTPs suggests that dRIM2 acts as a general deoxynucleotide transporter. Cytosolic pools were unaffected, underscoring a specific function of the carrier in the import of nucleotides from the site of their synthesis in the cytoplasm into the mitochondrial matrix where they are consumed for mtDNA synthesis. The possible lack of intramitochondrial dNTP synthesis in *Drosophila* suggested by the genomic data is supported by the appearance of cell toxicity when silencing was prolonged beyond 3 days. Although the treatment did not completely remove d*rim2* mRNA, the down-regulation was sufficient to impair cell viability *in vitro*. This was not the case when we down-regulated the protein *in vivo* using the GAL4/UAS system to ubiquitously activate d*rim2*-dsRNAi. A 30% residual level of gene activity was sufficient for the flies to develop normally into adults (Fig. 3).

A very different picture appeared after *in vivo* KO of d*rim2.* Homozygous d*rim2*^−/−^ larvae exhibited a lethal phenotype and died during the third larval stage without reaching adulthood. The homozygous KO produced an overall impairment of larval development associated with reduced dimensions compared with wild-type larvae (Fig. 4, *B–D*). It is known that most *Drosophila* mutants for genes involved in mitochondrial and nucleotide metabolism either do not undergo metamorphosis, arresting their development at larval stage or manifest developmental defects. This phenomenon is probably related to the particularly high energetic burden of metamorphosis. Larval lethality is frequently associated with neuromuscular and behavioral defects, functions that in *Drosophila* are particularly sensitive to OXPHOS-dependent energy drop (44–46). Here, d*rim2*^−/−^ larvae showed severe defects in their locomotor activity (Fig. 4, *E–G*).

From the morphological point of view, mitochondria of both d*rim2*^−/−^ KO and heterozygous d*rim2*^+/−^ larvae displayed evident anomalies (Fig. 6). EM analysis in d*rim2*^−/−^ larvae revealed a higher mitochondrial density (Fig. 6*E*), possibly a physiological response compensating for the progressive loss of mitochondrial function. However, expression profiling did not demonstrate activation of mitochondrial biogenesis. 

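Transcripts of 4 regulators were examined, namely srl (the PGC-1 homolog, also named Spargel), ewg (NRF-1), Ets97D (NRF-2) and TFAM, all well above background on all 7 arrays. limma called 0 of the 4 in either direction over all probes and 0 adjusted over the list alone (lowest such p 0.583), SAM called 0, and 0 had an unadjusted p under 0.05. For srl (3R, 248612 to 248671) the log2 signal was 9.96 ± 0.29 (SD, n = 4) in d*rim2*-/- and 10.11 ± 0.20 (SD, n = 3) in d*rim2*+/-, a difference of −0.15 (standard error 0.185, adjusted p = 0.74 from limma). For ewg (X, 163988 to 164047) it was 9.74 ± 0.23 (SD, n = 4) and 9.88 ± 0.08 (SD, n = 3), a difference of −0.14 (standard error 0.138, adjusted p = 0.68 from limma). For TFAM (3R, 16401073 to 16401132) it was 11.40 ± 0.14 (SD, n = 4) and 11.53 ± 0.28 (SD, n = 3), a difference of −0.13 (standard error 0.153, adjusted p = 0.74 from limma). Ets97D (3R, 22736898 to 22736957), with 9.67 ± 0.39 (SD, n = 4) and 9.70 ± 0.16 (SD, n = 3), differed by −0.03 (standard error 0.227, adjusted p = 0.98 from limma). The Ets97D log2 difference changed direction under scaling to the 75th percentile (0.0750) and without d*rim2*-/- replicate 2 (0.142). Its other probes gave 0.01 and −0.05. Each of these differences was smaller than the SD of the replicates in at least 1 genotype.

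**Figure D4:**
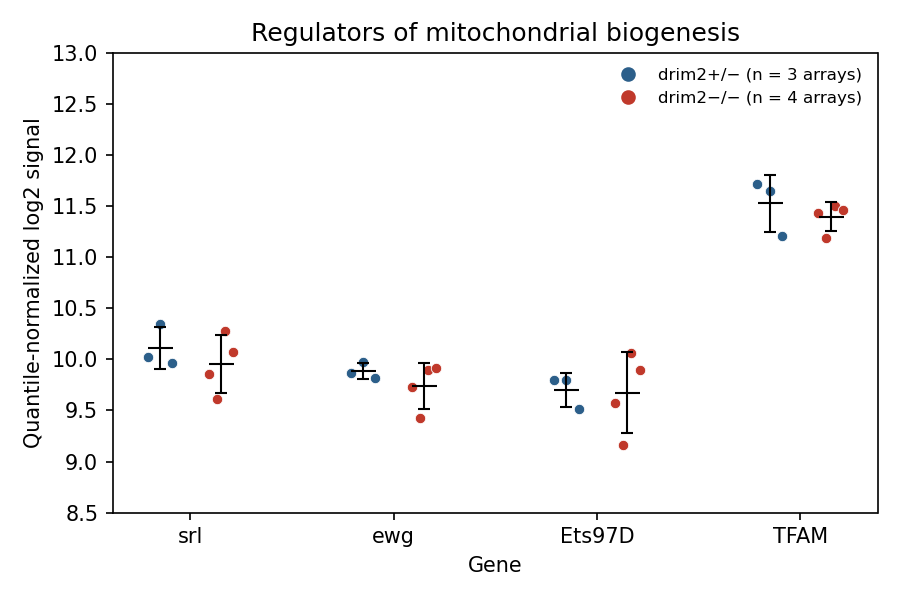
Log2 signal (y axis) of srl, ewg, Ets97D and TFAM in each array, by genotype (x axis), with points for arrays and bars for the mean ± SD of 4 d*rim2*-/- and 3 d*rim2*+/- arrays. The genotypes overlap for all 4 genes, with differences of −0.15 to −0.03 (0.0750 for the Ets97D log2 difference under scaling to the 75th percentile).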

Genes such as *PGC-1*α, *NRF-1*, *NRF-2,* and *TFAM* were not up-regulated in d*rim2*^−/−^ larvae. An alternative explanation for the increased number of mitochondria may be the reduced mitochondrial turnover rather than increased biogenesis.

Interestingly, among the genes involved in nucleotide metabolism that are differentially expressed in homozygous KO larvae, only nucleoside diphosphate kinase was clearly up-regulated, and all others were down-regulated. 

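The purine and pyrimidine lists together held 42 genes, 22 higher and 20 lower in d*rim2*-/-. By the brightest probe of each gene, limma called 0 higher and 3 lower (Adsl, Prat2 and ras), 3 were higher and 9 lower at an unadjusted p under 0.05, and SAM called 1 higher (l(2)k01209) and 7 lower. Adjusted over the list alone, 1 was called higher (su(r)) and 7 lower (Adk3, Adsl, Aprt, CG8353, Paics, Prat2 and ras). By any of their 71 probes, limma called 1 gene higher, the nucleoside diphosphate kinase gene nmdyn-D7, and 5 lower (Adk3, Adsl, CRMP, Prat2 and ras). The called probe of CRMP was well above background on 0 of the arrays, with means of 3.40 in d*rim2*-/- and 4.29 in d*rim2*+/-. The CRMP call held in 0 of the 7 fits that left out an array. The brighter probe of nmdyn-D7 (3R, 5507096 to 5507155) measured 11.30 ± 0.27 (SD, n = 4) in d*rim2*-/- and 10.79 ± 0.21 (SD, n = 3) in d*rim2*+/-, a difference of 0.52 (standard error 0.179, adjusted p = 0.22 from limma), and the arrays of the genotypes overlapped. Its second probe (3R, 5507132 to 5507191) measured 10.35 ± 0.26 (SD, n = 4) and 8.80 ± 0.26 (SD, n = 3), a difference of 1.55 (standard error 0.187, adjusted p = 0.0152 from limma). That call held in 4 of the 7 fits that left out an array, and the adjusted p of the nmdyn-D7 second probe log2 difference was 0.0527 without d*rim2*-/- replicate 4, 0.0564 without d*rim2*+/- replicate 1 and 0.0660 without d*rim2*+/- replicate 2. The other genes of this kinase family were not called, with differences of 0.11 for the brightest probes of awd and CG15547 and −0.12 for nmdyn-D6 (adjusted p of 0.64 to 0.65 from limma). Prat2 (3L, 6905147 to 6905206) fell from 13.24 ± 0.07 (SD, n = 3) to 12.06 ± 0.16 (SD, n = 4), by −1.18 (standard error 0.111, adjusted p = 0.00825 from limma), and was called whichever array was left out. Adsl (3R, 12844550 to 12844609) was at 8.68 ± 0.18 (SD, n = 4) and 9.44 ± 0.20 (SD, n = 3), a difference of −0.77 (standard error 0.142, adjusted p = 0.0479 from limma). For ras (X, 10642749 to 10642808) the values were 13.35 ± 0.16 (SD, n = 4) and 13.99 ± 0.10 (SD, n = 3), with a difference of −0.64 (standard error 0.111, adjusted p = 0.0401 from limma). The calls of Adsl and ras were lost whichever array was left out.

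**Figure D5:**
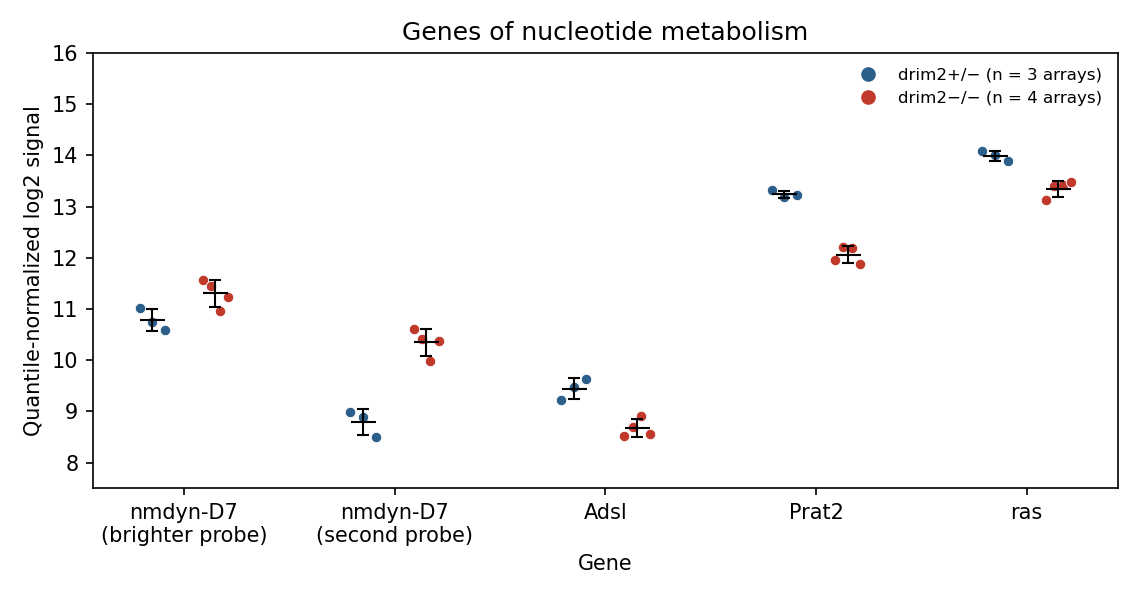
Log2 signal (y axis) of nmdyn-D7 (brighter and second probe), Adsl, Prat2 and ras in each array, by genotype (x axis), with points for arrays and bars for the mean ± SD of 4 d*rim2*-/- and 3 d*rim2*+/- arrays. The genotypes are apart by 1.55 for the second probe of nmdyn-D7 and by −1.18 for Prat2, and they overlap for the brighter probe of nmdyn-D7.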

Because nucleoside diphosphate kinase catalyzes the final step in the synthesis of dNTPs and rNTPs, this result suggests a homeostatic response to reduced availability of nucleoside triphosphates in mitochondria. The down-regulated genes encode both for synthetic and catabolic enzymes and participate in the regulation of different pool components in combination with other enzymes. Changes detected in individual members of a complex enzyme network are difficult to interpret and may reflect general unspecific stress rather than a concerted metabolic adjustment related to the lack of mitochondrial nucleotides.

Despite the severity of the KO phenotype, direct quantitation of mtDNA in the d*rim2*^−/−^ larvae did not show the expected depletion (Fig. 7*A*) possibly due to their observed higher mitochondrial density (Fig. 6*E*). Moreover, d*rim2*^−/−^ larvae show a decrease of mitochondrial transcripts (Fig. 7*B*). These results indicate that d*rim2* and *PNC1* are necessary for mtDNA transcription and replication in flies and humans, respectively.

Mitochondrial disorders are characterized by impaired oxygen consumption, and homozygous KO larvae and d*rim2-*silenced cells are no exception (Fig. 8), as expected on the basis of the reduced mtDNA copy number and transcription.

Yeast *Rim2* was identified in screens for suppressors of high iron toxicity in strains deleted for the two yeast mitochondrial iron transporters *Mrs3* and *Mrs4* or for the vacuolar iron transporter *CCC1* (47, 48). Thus, the protein was proposed to play a dual role as pyrimidine nucleotide and iron transporter. However, recent data show that in wild-type yeast deletion of RIM2 alone is irrelevant for mitochondrial iron supply (49). The *Drosophila* genome contains *mfrn,* the gene for mitoferrin that is the homolog of the yeast iron carriers Mrs3 and -4. Therefore, we assume that the effects of d*rim2* KO detected here depend primarily on the lack of nucleotide transport into mitochondria.

Our findings strongly suggest that the *D. melanogaster CG18317* (d*rim2*) gene is essential to maintain mitochondrial function by providing deoxynucleotides for mtDNA transactions. dRIM2 is the first (deoxy)nucleotide carrier characterized in *Drosophila,* and our KO larvae are the first animal model of RIM2 deficiency. The data presented here may offer a key to understand the functional role of RIM2 in a multicellular animal and further support a general function in deoxynucleotide transport in mitochondria.

How the deposited data were processed for this re-analysis (not part of the article)

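Gene expression was measured on 7 one-color Agilent custom arrays with RNA of whole larvae of the third instar, 4 of d*rim2*-/- and 3 of d*rim2*+/-, each from its own biological replicate. The arrays were grouped by the genotype in their labels, and the only comparison was d*rim2*-/- minus d*rim2*+/-.

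The scanner intensities are linear fluorescence values that the authors obtained with Feature Extraction, whose version is given as 10.7.3.1 in the headers of the deposited files, and the processed signal in them was already corrected for background by that software. The log2 values analysed were computed here from those deposited intensities. The authors' own table of processed values is linear as deposited, quantile-normalized and averaged over the spots of a probe as the paper describes, and its ranks matched those of signals quantile-normalized here and averaged only over spots with a gIsPosAndSignif of 1, which are not the values analysed (lowest Spearman correlation per array across probes 1.00, with a median log2 offset of 0.0507). Its empty values followed the flag gIsPosAndSignif and not gIsFound.

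Values were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) and analysed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. The processed signal of the spots of transcript probes was quantile-normalized between arrays. Spots with a gIsFound of 0 or with an outlier flag (612 to 673 spots per array) were set to not available, the latter being a choice made here. Spots were averaged per probe and log2-transformed, and probes not available on over 40% of the arrays were left out. Of 32162 probes, 29499 were tested with lmFit and eBayes (estimated prior degrees of freedom 1.42) and called at a Benjamini-Hochberg adjusted p under 0.05. Of those tested, 9113 were not well above background on all arrays of either genotype.

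Names were taken from a RefSeq table of a later genome release than the dm3 build of the probes, and 49 probes whose chromosome differed from that of the named gene were left unnamed. The ATP8 probe kept its name, although its position lay on U and not on the mtDNA. For lists, each gene was represented by its probe of highest mean log2 signal over the 7 arrays, 12995 genes in all. Lists were tested with cameraPR (preset correlation 0.01) and, as an alternative, with fry, and p was adjusted over the 10 lists, namely oxidative phosphorylation, glycolysis and gluconeogenesis, purine metabolism, pyrimidine metabolism, mtDNA-encoded transcripts, testis genes, glue genes, larval serum protein genes, heat shock genes and mitochondrial ribosome genes. The list of 4 biogenesis regulators and the pair roX1 and roX2 were read gene by gene. Means per array were compared with exact two-sided permutation tests over the 35 splits of the arrays. SAM (for unpaired groups) was written anew with its published rules for s0 and pi0, used all 35 splits, kept the measured signals of spots not found, and called at a median false discovery rate of at most 5.1%. On the authors' table, empty values were filled with the mean of the probe for SAM.

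The genes to be named were set by rule. They are every gene the study names for its array data in its text or in Fig. 9 that has a probe, and the targeted gene. To these come the 5 probes with the largest positive and the 5 with the largest negative log2 difference, with the targeted gene set aside. These probes were taken among those called, available on all 7 arrays and without overlap between the genotypes, 1 probe per gene. Other genes are named where a count is small.

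The design, the lists, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were scaling to the 75th percentile, normexp background correction (offset 50), no filter, a filter on probes well above background on every array of a genotype, measured signals of spots not found, the authors' table, an intensity trend in eBayes, the replicate number of the labels as a block, SAM, an adjusted p under 0.01, the mean of all probes of a gene, fry, and leaving out each array. Setting spots with a gIsPosAndSignif of 0 to not available, SAM on the authors' table, counts of SAM calls within lists and odds ratios of lists among calls were added after the values were seen, as was the adjustment over the 10 lists.

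The pipeline was tested on simulated data in which 200 of 29481 probes were changed. At a log2 change of 1, limma recovered 67 of them (33.5%) with 0 calls among unchanged probes. At a log2 change of 2 it recovered 142 (71%) with 13 such calls, and at 4 it recovered 189 (94.5%) with 12. The simulated noise was independent between probes, and fewer probes were changed than the 873 called in the data. These rates hold for that setting only and are not the power or error rate of the real comparison.

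Of the 7 arrays, 67.8 to 73.3% of the spots were well above background, and the number of arrays limits the precision. Control features were left out of the normalization and the tests. The functional annotation with DAVID and the supplemental table of the paper were not used here.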

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

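The tests that were chosen only after the result was seen are the counts of splits for the testis list and for chromosome 2, the comparison of other probes of called genes and the repeat without 50 genes on each side of d*rim2*.

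Single arrays stood apart from the other 3 arrays of d*rim2*-/- in 5 of the 76 groups of arrays examined this way, where chance gives about 1 in 20. In replicate 4, CG31075 had a log2 value of 14.83, with 15.00 to 15.03 in the others, and Rep had 3.86, with 3.18 to 3.27 in the others. Rep was well above background on 0 of the d*rim2*-/- arrays, so this gap lies near the floor. In replicate 2, Ser7 had 5.60, with 3.23 to 3.47 in the others, and only there was it well above background. In replicate 1, CG14545 had 7.86, with 6.10 to 6.35 in the others. In replicate 3, the mean of the mtDNA-encoded transcripts was 12.52, with 12.72 to 12.76 in the others, and 12.43 to 12.54 in d*rim2*+/-. Replicate 3 was also the array with the lowest share of spots well above background (67.8%) and with a mean of the negative controls (−13.1) outside the range Feature Extraction accepts. A technical origin of these values was not tested further, and no biological explanation was tested, since the design names no difference between replicates of a genotype.

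Genes expressed in testis, which the paper does not discuss, were higher in d*rim2*-/- as a list, with a mean log2 difference of 0.43 and a median of 0.43 over 33 genes (adjusted p = 0.0231 from limma's cameraPR). Of these, 32 were higher and 1 lower, all 33 were well above background on all 7 arrays, and 3 had no overlap between the genotypes, where chance gives 5.71%. limma called 0 of them and SAM 1 (bol), and 4 had an unadjusted p under 0.05. The brightest were S-Lap1 at 14.45 in d*rim2*-/- and 14.02 in d*rim2*+/-, loopin-1 at 14.36 and 13.94, and S-Lap2 at 14.06 and 13.61. As many as 17 of the 35 splits of the arrays gave a cameraPR p as small, so chance cannot be excluded for this list. Under fry the adjusted p was 0.374. The list mean per array was 11.98, 12.02, 11.03 and 11.66 in d*rim2*-/- replicates 1 to 4 and 11.45, 11.19 and 11.08 in d*rim2*+/- (exact permutation test, two-sided p = 0.171). Without d*rim2*-/- replicate 3 the mean difference was 0.64, and it was 0.31 without d*rim2*-/- replicate 2 (adjusted p = 0.139 from limma's cameraPR, range over its alternatives 1.57e-10 to 0.374). The adjusted p also passed 0.05 without d*rim2*-/- replicate 1 (0.0667) and without d*rim2*+/- replicate 3 (0.224).

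The male-specific transcripts roX1 and roX2 were higher in d*rim2*-/- as well. The brightest probe of roX1 rose by 0.95, from 12.96 ± 0.12 (SD, n = 3) to 13.91 ± 0.36 (SD, n = 4) (adjusted p = 0.0719 from limma), and that of roX2 by 1.40, from 9.00 ± 0.33 (SD, n = 3) to 10.39 ± 0.36 (SD, n = 4) (adjusted p = 0.0418 from limma). Exact permutation tests gave two-sided p = 0.0571 for roX1 and 0.0286, the smallest possible, for roX2. The call of roX2 held in 1 of the 7 fits that left out an array, that without d*rim2*-/- replicate 3, and roX1 was called in that fit too (1.12). Other probes moved less, by 0.68, 0.84 and 0.32 for roX1 and by 0.34 for roX2. A larger share of males in the d*rim2*-/- pools may explain both patterns, and a larger share of testis tissue may explain the testis list. The test that bears on these is the mean of the testis list (0.43) with roX1 and roX2 beside it, all in that direction. Neither can be told apart from chance in the testis list. A larger share of males cannot be told apart from a difference in roX expression between the genotypes, since the sex of the larvae in each pool is not given. In d*rim2*-/- replicate 3 the testis list (11.03) lay below all d*rim2*+/- arrays while the mean of roX1 and roX2 (11.62) lay above all of them (10.75 to 11.19), so that both lists did not move together in every array. A change of gene expression by genotype stays open and was not tested separately.

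Genes on chromosome 2 were called more often than genes on the other chromosomes, with an odds ratio of 1.86 (95% confidence interval 1.55 to 2.24, Fisher's exact test, two-sided p = 1.5e-11). Genes are not independent replicates. Of 35 splits, 1, the real one, gave an odds ratio as large among the same number of genes with the lowest p, and the next largest was 1.61. That share of 0.0286 is the smallest that 35 splits allow, so chance in the grouping is argued against but not excluded. Across the alternatives that gave calls, the odds ratio for the share of calls on chromosome 2 lay between 1.75 (intensity trend in eBayes) and 3.83 (without d*rim2*+/- replicate 1). A deletion that reaches the genes next to d*rim2* is argued against as the cause of this excess, since without the 50 genes on each side of d*rim2* the odds ratio was 1.83 (95% confidence interval 1.52 to 2.21, Fisher's exact test). Of the 8 nearest genes, 4 on each side, 0 were called by limma. The differences of 7 lay between −0.24 and 0.26, and that of mRpL48, a dim gene with 5.12 in d*rim2*-/-, was −0.94 (adjusted p = 0.302 from limma, unadjusted p = 0.0478), so an effect on mRpL48 stays open. Sequence differences under single probes would leave fewer called genes with another probe moving the same way on chromosome 2. That share was 73.3% (66 of 90 genes) on chromosome 2 and 73.2% (60 of 82) elsewhere, an odds ratio of 1.01. Too few called genes have another probe for this to exclude such differences for the rest, so they stay open. The pattern is consistent with differences between the second chromosomes of the genotypes, the CyO-GFP balancer among them, acting beside the loss of d*rim2*. The array design gives no comparison that parts these from the loss of the gene.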

How the results depend on the processing

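The tests on spots with gIsPosAndSignif 0, of SAM on the authors' processed values, of SAM calls within lists and of odds ratios were chosen only after the result was seen. Except where a sentence says otherwise, the cause was not tested.

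The 873 calls kept their sign in every alternative in which they were tested. Between 625 and 998 probes were called under the alternatives of normalization, background, filter, missing values, authors' table and intensity trend, and 572 of the 873 were shared under scaling to the 75th percentile, 742 under normexp and 824 without a filter. At an adjusted p under 0.01 there were 120 calls, 19 higher and the rest (1.0e+02, rounded) lower, fewer by construction. SAM called 1921 (754 higher and 1167 lower), and on the authors' processed values 2485 (925 higher and 1560 lower). In nucleotide metabolism each SAM run called 1 gene higher and 7 lower. The odds ratio of oxidative phosphorylation genes among genes called higher was 2.10 with SAM, where limma called 0.

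Under scaling to the 75th percentile, the oxidative phosphorylation mean was 0.0517 and no longer past the threshold, and directions changed for the pyrimidine list (0.000310, with the test pointing down), the larval serum protein list (0.0137, with the test still down), the Ets97D log2 difference (0.0750) and the CG11811 log2 difference (−0.0389). That scaling raises the median of all probes by more than quantile normalization does (0.0718 and 0.0138). The Gycbeta100B log2 difference was −0.158 without a filter, with spots not found kept and with gIsPosAndSignif, and −0.159 with the authors' values, and its main value rested on 1 available d*rim2*+/- array. The lists past the threshold fell short of it for oxidative phosphorylation at 0.141 with the authors' values, 0.140 with gIsPosAndSignif and 0.167 under fry, for purine metabolism at −0.133 with the filter on probes well above background, −0.134 with the authors' values, −0.133 with gIsPosAndSignif and −0.133 under fry, and for the testis list at 0.431 under fry. With all probes of a gene averaged, the pyrimidine mean was −0.0299.

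With each array left out, the lowest and highest values were 145 and 656 calls, 22 and 188 higher, 123 and 468 lower, and 1 nucleotide gene called lower throughout. The lowest counts came without d*rim2*+/- replicate 1 and the highest without d*rim2*-/- replicate 2. Fewer arrays lower the power of the test by construction, and whether single arrays differ otherwise was not tested. List means ranged from 0.0608 to 0.194 for oxidative phosphorylation, −0.0952 to 0.0357 for glycolysis and gluconeogenesis (the direction changed without d*rim2*+/- replicate 1), −0.157 to −0.105 for purine, −0.0252 to 0.0730 for pyrimidine metabolism, 0.139 to 0.238 for mtDNA-encoded transcripts (past the threshold without d*rim2*-/- replicate 3), 0.314 to 0.644 for testis genes, −0.165 to −0.0260 for larval serum protein genes (the test pointed up without d*rim2*+/- replicate 2), 0.131 to 0.837 for heat shock genes (the test pointed down without d*rim2*-/- replicate 2) and 0.0351 to 0.168 for mitochondrial ribosome genes (past the threshold without d*rim2*-/- replicate 4). The Ets97D log2 difference ranged from −0.157 to 0.142 and that of CG11811 from −0.0362 to 0.0733.

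With the replicate number of the labels as a block (replicate block), 0 probes were called by limma, 0 higher and 0 lower, and 0 nucleotide genes lower, while 3870 probes had an unadjusted p under 0.05 and SAM was not run with it. The drim2 (CG18317) log2 difference was −3.72 (adjusted p = 0.127 from limma) and the purine mean −0.105 (adjusted p = 0.180 from limma's cameraPR). The sign of all 873 calls was kept. Of the named genes 40 kept direction and call, and 21 lost their call. The numbers carry no sign of a pairing, since the deviations of arrays that share a number correlated across probes at 0.113, −0.278 and −0.0581. The fit leaves d*rim2*-/- replicate 4 without a partner and spends degrees of freedom, so calls are lost by construction. A block by slide or scan was not run, because all arrays lay on 1 slide and came from 1 scan.

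Of the named genes, 57 kept direction and call under scaling to the 75th percentile, 58 under normexp, 58 with an intensity trend, 59 without a filter, 59 with spots not found kept, 60 with the filter on probes well above background, 58 with the authors' values and 56 with gIsPosAndSignif. With an array left out the number was lower, from 54 without d*rim2*-/- replicate 3 to 46 without d*rim2*+/- replicate 2 and 43 without d*rim2*+/- replicate 1, where 16 lost their call and 2 changed direction. Signal over background leaves the size of the difference of dim genes uncertain, and 9113 of the probes tested were not well above background on all arrays of either genotype.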

Differences from the paper's values

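Apart from the counts of limma and SAM set beside each other below, no test of a cause was run for these differences. The tests chosen only after the result was seen are SAM on the authors' processed values, SAM calls within lists, and the odds ratios of lists among calls.

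For differentially expressed transcripts the paper's value is 2,964 and the value here is 873. Of the alternatives set before the data were examined, none came within 1.5 times the paper's value, SAM with 1921 included. SAM on the authors' processed values, chosen after seeing the values, gave 2485 and falls within that range. On those values limma called 862. The count thus moved more with the choice of test and its error control (862 and 2485, or 873 and 1921) than with the choice of values. For up-regulated transcripts the paper's value is 1,120 and the value here 283. Of the alternatives set before the data were examined, SAM (754) falls within 1.5 times and the others do not. SAM on the authors' processed values, chosen after seeing the values, also does, with 925. For down-regulated transcripts the paper's value is 1,844 and the value here 590. None of the alternatives set before the data were examined comes within 1.5 times, SAM (1167) included, and SAM on the authors' processed values, chosen after seeing the values, does, with 1560. For duplicate probes on the array the paper's value is 30,814 and the value here, probes on 2 or more features, is 18255. For single probes the paper's value is 1,348 and the value here, probes on 1 feature, is 13907. These counts of probes do not depend on any alternative.

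The paper states that oxidative phosphorylation and glycolysis were over-represented among up-regulated genes. Here limma called 0 of 68 and 0 of 26 genes of these lists higher, while 12 and 1 were higher at an unadjusted p under 0.05. SAM called 5 oxidative phosphorylation genes higher (odds ratio 2.10, Fisher's exact test, adjusted p = 0.207) and 0 glycolysis genes. SAM on the authors' processed values, chosen after seeing the values, called 1 (ND-75, odds ratio 0.329) and 0. The mean of the glycolysis list was −0.04. Both lists were drawn up by name and are not the categories of the DAVID tool. The glycolysis list lacks CG9008 of the paper's panel, which SAM called higher.

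The paper states that pyrimidine metabolism was over-represented among down-regulated genes. Here limma and SAM called 0 of the 24 listed genes lower, 2 were lower at an unadjusted p under 0.05, and the mean of the list was 0.01. SAM on the authors' processed values, chosen after seeing the values, called 1 of them lower (CG8353, odds ratio 0.642). That list was drawn up by name and is not the category of the DAVID tool, so these counts do not test that category directly. It lacks CG11883, CG16758 and Polr3B of the paper's pyrimidine panel, which limma and SAM called lower.

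The paper states that nucleoside diphosphate kinase was up-regulated. By the brightest probe of nmdyn-D7, 0.52, limma did not call it, and its second probe, 1.55, was called by limma and SAM, and by SAM on the authors' processed values, chosen after seeing the values. The paper states that the other differentially expressed genes of nucleotide metabolism were down-regulated. limma called 3 lower and 0 higher by the brightest probes, so the tally goes with it, while SAM called l(2)k01209 higher and SAM on the authors' processed values, chosen after seeing the values, called su(r) higher. The heat map in Fig. 9 itself colors 7 purine and 6 pyrimidine transcripts as higher.

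Fig. 9 presents its 43 genes as deregulated. Here, by the brightest probe of each gene, limma called 8 of them, all lower, and by another probe nmdyn-D7 higher and Adk3 and CRMP lower. That other probe of CRMP was well above background on 0 of the arrays. By the brightest probes SAM called 15 others, CG31793, CG9008, Cyt-c1, l(2)k01209, ND-51, ND-75, ND3, PolE4, UQCR-C2 and veil higher and Ac13E, Adk3, AMPdeam, Aprt and Paics lower. SAM on the authors' processed values, chosen after seeing the values, called 5 higher (CG31793, ND-75, ND3, su(r) and veil) and 13 lower, with Pepck2 in place of AMPdeam. ND3 was called under normexp and with an intensity trend in eBayes, ND-75 with that trend, Ac13E without a filter, with spots not found kept, with the authors' values and, chosen after seeing the values, with gIsPosAndSignif, and veil without d*rim2*-/- replicate 2. By the brightest probe of each gene, the direction was the one colored in 20 of 22 purine, 10 of 13 pyrimidine, 10 of 10 oxidative phosphorylation and 4 of 4 colored glycolysis transcripts. By at least 1 probe of the gene it was so in 22 of 22 purine and 12 of 13 pyrimidine transcripts. By the brightest probe it was the opposite for CG11811 (0.02, and −0.04 under scaling to the 75th percentile), Gycbeta100B (0.53, and −0.16 without a filter), CRMP (0.07), CG6364 (0.08) and CTPsyn (−0.13), colored low except for CTPsyn. Other probes gave −0.93 and 0.74 for CG11811, −0.65 for Gycbeta100B, −1.30, −0.15 and −0.89 for CRMP, and −0.26 and 0.03 for CG6364. CG6364 was taken by its printed label, and its description in the figure is that of another gene, so its direction is left open. Ac13E was also taken by its label, and its description likewise names another gene. In the pyrimidine panel a label was read as l(2)37Cg (Polr1D), which is not as printed, and it counts among the matches.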

Other observations

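The tests chosen only after the result was seen are the counts of splits for the 4 pathway lists and the odds ratios of lists among calls, while the count of splits for all calls and the test on developmental timing were planned.

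Of the 35 splits of the 7 arrays into 4 and 3, 1, the real one, gave as many as 873 calls, and the next largest number was 14. This argues against chance for the number of calls, although 0.0286 is the smallest share that 35 splits allow. Of the 35 splits, 24 gave a cameraPR p as small as the real one for the oxidative phosphorylation list, 25 for glycolysis and gluconeogenesis and 22 for pyrimidine metabolism, so chance cannot be excluded for these lists. For purine metabolism it was 1, the real one, so by this count alone chance would be argued against. That is not firm, since the next split was close (cameraPR p of 0.0143 and 0.0137 for the real one) and the exact permutation p of the list means was 0.0571. The adjusted p under limma's fry was 0.114 (0.0114 before adjustment over the lists). The list passed its threshold in 1 of the 7 fits that left out an array.

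Among genes called lower by limma, purine metabolism genes had an odds ratio of 5.65 (3 of 24 genes, Fisher's exact test, p = 0.0837 adjusted over 4 lists), and the other 3 lists had 0 calls in the direction the paper gives. With SAM the odds ratio was 7.94 (7 of 24 genes, Fisher's exact test, adjusted p = 0.000481) and with SAM on the authors' processed values 4.95 (6 of 24, adjusted p = 0.0128 by the same exact test). Genes of a list are not independent replicates.

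For mtDNA-encoded transcripts, of which the paper measured COX1 by real time-PCR (Fig. 7B), the mean log2 difference over 13 transcripts was 0.18 and the median 0.12 (adjusted p = 0.217 from limma's cameraPR), with 9 higher and 4 lower. The paper reports lower mitochondrial transcription in both genotypes, beside wild-type larvae. The arrays held no wild-type larvae, so the difference between the genotypes does not test that decrease. ATP8 and ND2 were well above background on 0 arrays, and with the filter on probes well above background the 11 transcripts left had a mean of 0.21 and a median of 0.22 (adjusted p = 0.237 from limma's cameraPR). limma called 0, 4 were higher at an unadjusted p under 0.05, SAM called ND3, and ND3 was also called adjusted over the list alone (0.43). The brightest probe of COX1 differed by −0.07 (adjusted p = 0.78 from limma), that of ND6 by 0.62 (adjusted p = 0.192) and that of ATP6 by 0.40 (adjusted p = 0.196). The list means per array gave an exact permutation p of 0.0857 (two-sided). Without d*rim2*-/- replicate 3 the list was past the threshold (adjusted p = 0.0406, range over its alternatives 0.0406 to 0.555). For d*rim2* itself, the paper reports d*rim2*-/- as null by real time-PCR in Fig. 4A. On the arrays it was lower, while its first probe was still well above background on all 4 d*rim2*-/- arrays (7.40) and its second on 2 of them.

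Glue genes, 6 in number, had a mean difference of 0.16 and a median of 0.12 (adjusted p = 0.664 from limma's cameraPR), with 4 higher, of which limma called Sgs1 (0.88), and 2 lower. The larval serum protein genes, also 6, had a mean of −0.08, a median of 0.02 and a test pointing down (adjusted p = 0.736), and limma and SAM called 0, with 1 lower at an unadjusted p under 0.05. Without d*rim2*+/- replicate 2 that test pointed up. A difference in developmental timing within the third instar could move both lists the same way. The mean of the glue list (0.16) with the larval serum list beside it leaves this open. Neither list moved past its threshold, and their means, though not their medians, were of opposite sign. The glue list means per array did not overlap, at 15.56 to 15.75 in d*rim2*-/- and 15.47 to 15.53 in d*rim2*+/- (exact permutation test, two-sided p = 0.0571). Those of the larval serum list overlapped (exact permutation test, two-sided p = 0.314). The stage of each pool within that instar is not given.

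Heat shock genes, 13 in number, had a mean of 0.41 and a median of 0.26 (adjusted p = 0.716 from limma's cameraPR), with 10 higher and 3 lower, and 0 were called by limma or SAM or had an unadjusted p under 0.05. For 68 mitochondrial ribosome genes the mean was 0.10 and the median 0.11 (adjusted p = 0.217 from limma's cameraPR), with 56 higher and 12 lower. limma called 0 of them and SAM mRpS17, and 4 were higher and 4 lower at an unadjusted p under 0.05. Without d*rim2*-/- replicate 4 this list was past the threshold (adjusted p = 0.0301, range over its alternatives 0.0301 to 0.579).

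The replicate SD of the median probe was 0.265 in d*rim2*-/- and 0.175 in d*rim2*+/- over 29481 probes. The first principal component held 41.1% of the variance and the second 26.0%. On the first, the d*rim2*+/- arrays lay between 46.7 and 57.8 and the d*rim2*-/- arrays between −88.0 and 0.312, so the genotypes were apart on it. On the second, the d*rim2*-/- arrays spread from −60.2 to 67.5 and the d*rim2*+/- arrays from −42.1 to −7.01. A difference in spread between the genotypes was not tested.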
